# The histone methyltransferase G9a regulates tolerance to oxidative stress–induced energy consumption

**DOI:** 10.1371/journal.pbio.2006146

**Published:** 2019-03-12

**Authors:** Human Riahi, Carlijn Brekelmans, Sarah Foriel, Sarah H. Merkling, Taylor A. Lyons, Pavel M. Itskov, Tjitske Kleefstra, Carlos Ribeiro, Ronald P. van Rij, Jamie M. Kramer, Annette Schenck

## Abstract

Stress responses are crucial processes that require activation of genetic programs that protect from the stressor. Stress responses are also energy consuming and can thus be deleterious to the organism. The mechanisms coordinating energy consumption during stress response in multicellular organisms are not well understood. Here, we show that loss of the epigenetic regulator G9a in *Drosophila* causes a shift in the transcriptional and metabolic responses to oxidative stress (OS) that leads to decreased survival time upon feeding the xenobiotic paraquat. During OS exposure, G9a mutants show overactivation of stress response genes, rapid depletion of glycogen, and inability to access lipid energy stores. The OS survival deficiency of G9a mutants can be rescued by a high-sugar diet. Control flies also show improved OS survival when fed a high-sugar diet, suggesting that energy availability is generally a limiting factor for OS tolerance. Directly limiting access to glycogen stores by knocking down glycogen phosphorylase recapitulates the OS-induced survival defects of G9a mutants. We propose that G9a mutants are sensitive to stress because they experience a net reduction in available energy due to (1) rapid glycogen use, (2) an inability to access lipid energy stores, and (3) an overinduced transcriptional response to stress that further exacerbates energy demands. This suggests that G9a acts as a critical regulatory hub between the transcriptional and metabolic responses to OS. Our findings, together with recent studies that established a role for G9a in hypoxia resistance in cancer cell lines, suggest that G9a is of wide importance in controlling the cellular and organismal response to multiple types of stress.

## Author summary

Stress responses require proper activation of genetic programs to protect the organism from the stressor. However, the mechanisms controlling energy consumption during stress responses are not well understood. Here, we investigate the role of epigenetic modifier G9a in regulating metabolism and gene transcription during oxidative stress responses in *Drosophila*. Flies lacking G9a show a shift in the metabolic and transcriptional responses to oxidative stress, leading to decreased stress tolerance despite intact oxidative stress defense mechanisms. During oxidative stress exposure, G9a mutants show overactivation of stress response and many other genes, rapid depletion of glycogen energy stores, and an inability to access lipid energy stores. The increased susceptibility of G9a mutant flies to oxidative stress can be rescued simply by providing extra sugar. This suggests that G9a mutants are sensitive to stress because of reduced access to immediately available energy. Wild-type flies also become more tolerant to oxidative stress when they are fed extra sugar, whereas blocking energy access by genetically reducing a key metabolic enzyme leads to oxidative stress sensitivity. Though the genetic response to oxidative stress has long been appreciated, our study emphasizes the importance of energy metabolism for stress tolerance and identifies the histone methyltransferase G9a as an important player regulating both.

## Introduction

The ability of an organism to sense and adapt to changes in the environment is essential for survival. In particular, harmful environmental challenges require acute responses to avoid cellular and organismal damage [1]. The coordinated regulation of stress response genes coupled with a reallocation of cellular energy use is required to implement effective cellular stress responses [2,3]. In extreme cases, translation of non-stress-related proteins is repressed, and cellular energy stores become primarily dedicated to the stress response, at the expense of other normal cellular processes [4]. Little is known about the regulators that safeguard an appropriate amplitude of stress response and ensure sufficient cellular resources to execute an effective defense.

Conserved defense mechanisms have evolved to counteract stress such as heat shock, DNA damage, and oxidative stress (OS) [1,5]. Exposure to xenobiotics such as paraquat or hydrogen peroxide (H_2_O_2_) can lead to increased accumulation of reactive oxygen species (ROS). Increased ROS triggers multiple signaling pathways, which activate key transcription factors such as c-Jun N-terminal kinase (JNK) [6], activator protein 1 (AP-1) (D-Fos/D-jun) [7], forkhead box O (FoxO) [8], and activating transcription factor 3 (Atf-3) [9]. These transcription factors induce the expression of ROS scavengers (superoxide dismutases [SODs], catalases, glutathione peroxidases, glutathione S-transferases) and genes involved in the repair of ROS-mediated damage (peroxiredoxins, proteasomal components, DNA repair machinery) [10,11].

Recent studies have indicated that chromatin regulators are critical factors in mediating the cellular response to stress [12]. Chromatin modifiers of the evolutionarily conserved G9a/euchromatin histone methyltransferase (EHMT) protein family mediate histone H3 lysine 9 dimethylation (H3K9me2) within euchromatic regions the genome [13]. Recently, it has been shown that G9a is required for hypoxia resistance during the rapid proliferation of cancer cells in culture [14,15]. At the organismal level, G9a is important in mediating responses to various environmental insults and stimuli, including viral infection [16], starvation [17,18], cocaine [19,20], and learning [21,22]. Previously, we characterized putative genomic H3K9me2 target sites of G9a in *Drosophila* larvae. These G9a target sites were enriched at genes that are regulated in environmentally induced processes requiring immediate responses, including memory, immune response, and response to OS [22]. Whereas the former were demonstrated to be predictive for defects in learning and memory [22] and immune responses to virus infection [16] of G9a-null mutant flies, the biological relevance of *Drosophila* G9a OS-related targets has remained elusive.

In the present study, we demonstrate an essential role for G9a in OS tolerance. Our data suggest that G9a mutants experience an overactivated stress response, elevated glycogen use, and an inability to access lipid energy reserves, resulting in premature death due to reduced net energy availability. This defines G9a as an important regulator of transcriptional and metabolic homeostasis that is required for an optimal metabolic response to stress.

## Results

### G9a is required for optimal survival in response to paraquat-induced OS

To investigate whether G9a is required for OS response, we exposed G9a-null mutants (*G9a*^*DD1*^ and *G9a*^*DD2*^) and an isogenic control strain [22] to paraquat, a potent inducer of OS [23]. Scoring survival of the three genotypes over time, we found that G9a mutants showed reduced survival upon paraquat exposure, dying dramatically faster than the controls. In contrast, untreated G9a-null mutants and controls showed full viability over the time course of the experiment (Fig 1A and S1A Fig). To independently verify this finding, we also generated G9a knockdown flies and exposed them to paraquat. Knocking down G9a using the ubiquitous *actin-Gal4* driver and a previously validated *G9a* RNA interference (RNAi) line [24] also led to a significant reduction in median survival time during exposure to paraquat compared to controls. Untreated G9a-knockdown and control flies were viable over the time course of the experiment (Fig 1B). The observation that two *G9a*-null alleles and G9a-knockdown flies show reduced survival in response to paraquat suggests that G9a may play a role in OS response. G9a mutant flies were also sensitive to the OS-inducing agent menadione sodium bisulfide (MSB) (S1B Fig), demonstrating that the sensitivity to OS is not specific to paraquat.

**Fig 1:**
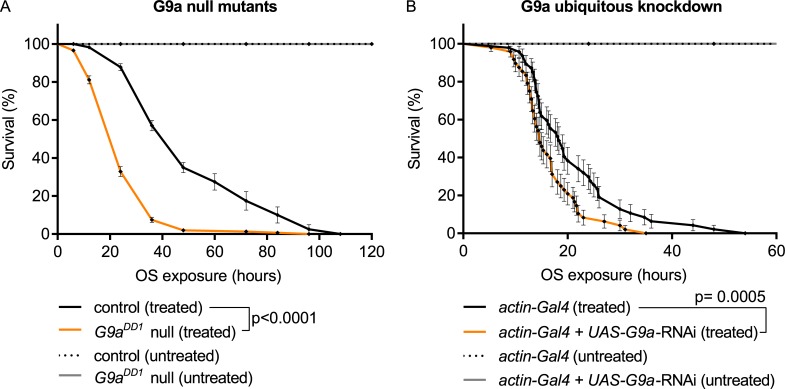
G9a is required for resistance to paraquat-induced OS. (A) Survival curves of G9a-null mutants and controls upon paraquat-induced OS exposure (treated) show reduced survival in *G9a*^*DD1*^ mutants (median survival time: *G9a*^*DD1*^ mutants, treated: 24 h, *n* = 324; versus control, treated, 48 h, *n* = 330; *p* < 0.0001). G9a mutants and controls show normal longevity without OS exposure (untreated) during the time course of the experiment (*G9a*^*DD1*^, untreated *n* = 632; control, untreated *n* = 697). (B) Survival curves of G9a ubiquitous knockdown flies show reduced survival upon OS exposure (*actin-Gal4* + *UAS-G9a*-RNAi, treated) compared to the controls (*actin-Gal4*, treated) (median survival time: *actin-Gal4* + *UAS-G9a*-RNAi, treated, 14 h, *n* = 48 versus *actin-Gal4*, treated, 18 h, *n* = 48; *p* = 0.007) and normal longevity when untreated. The ubiquitously expressed actin driver was combined with a *UAS-G9a* RNAi construct (*actin-Gal4* + *UAS-G9a-RNAi*) to knock down G9a expression or crossed to the isogenic background of the RNAi construct to generate the isogenic control (*actin-Gal4*). Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values were obtained using the Gehan-Breslow-Wilcoxon statistical test. All experiments were independently replicated at least three times. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress; RNAi, RNA interference; SE, standard error.

### G9a mutants show a highly augmented transcriptional response to OS

Previous chromatin immunoprecipitation sequencing (ChIP-seq) profiling of H3K9me2, the epigenetic mark deposited by G9a, in G9a mutants versus control larvae revealed that genes implicated in OS are enriched among putative G9a target genes. Based on this finding and the increased susceptibility of G9a mutants to OS, we hypothesized that G9a may be required for an appropriate transcriptional response to OS. To address this hypothesis and to uncover specific mechanisms underlying OS sensitivity of G9a mutant flies, we assessed gene expression changes in G9a mutants over a time course of OS exposure. 

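Each library came from a pool of 200 heads of male flies aged 5 to 9 days, collected after 0, 6 or 12 h on food with 50 mM paraquat. The flies labelled G9a mutant carry an allele made by excision of a P-element, and the controls carry a precise excision in the same genetic background. The 6 combinations of genotype and time point were sequenced in duplicate, which gave 12 single-end libraries with reads of 30 bp. None of the 12 libraries comes from flies kept without paraquat until the hour of the 6 or 12 h samples. The authors aligned the reads to build BDGP 5 of the genome with BWA, counted reads per gene with HTSeq, and divided the counts by one DESeq size factor per library. The resulting table lists 15682 genes by FlyBase ID. All of its 188184 values were whole multiples of the smallest value of their library, within a tolerance of 0.01 reads, so read numbers could be recovered. Between 19275805 and 41393992 reads per library fell on genes, with 32325896 to 41393992 in the 0 h libraries, 19275805 to 24253605 in the 6 h libraries and 21872478 to 24078932 in the 12 h libraries, so depth and time point go together. The 10 genes with the most reads held 11.1% to 13.9% of a library. Gene symbols could be paired with 15002 of the IDs through a later annotation, on build BDGP 6, and no positions are given because the builds differ. Differential expression was tested with limma on log2 of the normalized count plus 1, over the 10530 genes with a mean of at least 10 normalized counts, with all 12 libraries in one fit of 6 groups and 6 residual degrees of freedom. A gene was called DE at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. For a single gene, the smallest p that an exact permutation test of 2 libraries against 2 can give is 0.333, so reported p-values come from the fit across genes. Errors on normalized counts are SDs of n = 2 libraries. The count on the whole *G9a* gene (FBgn0040372) was 2914 ± 246 in controls and 3551 ± 2.61 in the libraries labelled G9a mutant at 0 h, a log2 fold change of 0.29 (standard error 0.06, limma adjusted p = 0.0026). Because the excision removes part of the gene and the sources used here do not name the exons, this count does not check the genotype labels.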

For this, we generated transcriptome profiles by RNA sequencing (RNA-seq) of G9a mutant and control heads at 0, 6, and 12 h after paraquat exposure. We mapped reads to the *Drosophila* reference genome and created normalized count data (see Materials and methods and S1 Data). Euclidean sample-to-sample distance (S2A Fig) showed that (1) biological duplicates cluster together, (2) controls and G9a mutants with no OS exposure cluster apart from each other, (3) samples with OS exposure cluster apart from samples with no OS exposure, and (4) G9a mutant samples after 6 and 12 h OS exposure cluster apart from the control samples with OS exposure. These findings suggest that there are differences in the global transcriptional response to OS in G9a mutants compared to controls. 

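Distances were computed over all tested genes on the log2 scale. For 10 of the 12 libraries, the nearest library was the duplicate. The exceptions were both control 12 h libraries, whose nearest library was a control 6 h library, each at a distance of 43.2, against 58.8 between the control 12 h duplicates. The other duplicates lay 30.1 (mutant 0 h), 31.3 (mutant 6 h), 32.0 (control 0 h), 39.6 (mutant 12 h) and 42.2 (control 6 h) apart. Between groups, the mean distance was 68.4 from controls to mutants at 0 h. Within genotypes, 0 and 12 h samples were 64.0 apart in controls and 95.8 apart in mutants, and 0 and 6 h samples were 54.6 and 66.1 apart. At the same hour of OS exposure, mutants and controls were 72.7 apart at 6 h and 85.1 apart at 12 h. In an average-linkage tree, the first split set mutant samples of 6 and 12 h against all others, and the next one set mutant samples of 0 h against all control samples. Among control samples, those of 6 and 12 h were 50.2 apart. With only the 500 genes of highest variance, the first split set all controls against all mutants. The duplicate was then the nearest library for 8 of the 12 libraries, as it was with a mean of at least 50 normalized counts, and for 9 with a pseudocount of 5. Without a filter, mutant samples of 12 h split off first.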

Principal component analysis confirms that sample duplicates cluster closely together. It also illustrates that transcriptional changes upon OS are more dramatic in the mutants than in the controls (S2B Fig). 

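The first component held 43.9% of the variance and the second 26.1%. Along the first component, the mean of the duplicates moved by 20.3 from 0 to 6 h and by 29.8 from 0 to 12 h in controls. In G9a mutants it moved by 41.4 and 68.5. Duplicates differed on this component by 0.00509 to 4.92, less than any of these shifts. On the second component the control 12 h duplicates lay 25.0 apart, the widest spacing among the 6 groups. Across genes, Pearson's r between duplicates was 0.977 to 0.994, where genes are not independent replicates. The counts of duplicates differed by more than sampling noise in every group, with a chi-square per degree of freedom of 4.33 to 19.0 over the genes with at least 50 reads in the pair.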

To identify differentially expressed (DE) genes, we used DESeq [25], with cutoffs of ≥1.5-fold change and *p*-adj ≤ 0.05. We performed four pairwise comparisons: 0 h versus 6 h OS exposure and 0 h versus 12 h OS exposure in controls and in G9a mutants. 

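In controls, 766 genes were DE after 6 h of OS exposure (598 higher and 168 lower than at 0 h) and 1071 after 12 h (770 higher and 301 lower). In G9a mutants the numbers were 1395 after 6 h (848 higher, 547 lower) and 2424 after 12 h (1338 higher, 1086 lower). All of these are limma calls. At an unadjusted p under 0.05 and with no fold threshold, 3860 and 4422 genes passed in controls and 4605 and 6117 in mutants. The union of the 4 comparisons held 2859 genes, and 389 genes were DE in each of them. A minimum mean of 50 normalized counts moved the union most downwards, to 2409, and no minimum moved it most upwards, to 3210. With any single library left out, the union held 2696 to 2892 genes. Of the control calls, 75.7% at 6 h and 82.2% at 12 h remained without control 0 h replicate 2, the library on which the control calls depended most. The authors' own DESeq tables list 685, 1007, 1331 and 2387 genes for the same comparisons, in the order given above, and 98.4%, 97.8%, 97.9% and 96.2% of these were also called here.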

We found 2,731 genes to be differentially expressed in at least one of the four pairwise comparisons (S2A Data). To reveal patterns in global gene expression changes among the two genotypes during OS exposure, we used the partitioning around medoids (PAM) R package [26] to identify 12 clusters of genes with similar expression changes in response to OS (Fig 2A). Some of these 12 clusters showed a similar pattern across the four conditions, varying mostly by the amplitude of the changes. These were pooled, resulting in five principal groups (Fig 2B and S2A Data). Genes in group 1 (271 genes, cluster 1) were up-regulated upon OS exposure in both G9a mutants and controls to a similar extent. Group 2 (384 genes, cluster 2) represents genes that were down-regulated in both G9a mutants and controls. 

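The 4 log2 fold changes of each of the 2859 DE genes were clustered with PAM into 12 clusters. Each cluster was then placed in a group by the medoid's mean log2 fold change over both time points in controls and in mutants, with a ratio of mutants to controls of 0.5 and 1.5 as limits, because the paper's text gives no numerical rule for pooling clusters. Applied to the medoids in the numerical data of Fig 2A, the rule places cluster 7 (25 genes) in group 1 and each other cluster in the group named in the text. Group 1 held 27 genes, with median log2 fold changes of 3.24 and 3.42 in controls at 6 and 12 h and 4.40 and 5.25 in mutants. For 20 of them (74.1%), the responses of the genotypes at 12 h differed by limma (adjusted p and fold thresholds as for DE genes). No cluster met the rule for group 2. Both sizes changed with the number of clusters and with single libraries. With 16 clusters, group 1 held 150 genes and group 2 held 239, and with 8 clusters group 1 held 0. Group 1 held 0 genes without either control 0 h library or without control 12 h replicate 1, 279 without control 6 h replicate 1, 47 without control 6 h replicate 2, 336 without mutant 0 h replicate 1, 44 without mutant 6 h replicate 1 and 272 without mutant 12 h replicate 2. For group 2 the numbers were 401 without control 0 h replicate 1, 293 without control 0 h replicate 2, 444 without control 6 h replicate 1, 455 without control 12 h replicate 1 and 333 without mutant 12 h replicate 2. When the same rule was applied to each gene instead of each cluster, an alternative chosen after the clusters had been seen, 316 genes fell in group 1 and 207 in group 2.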

Group 3 (1,139 genes, clusters 3–7), the largest group, includes genes that were induced by OS in control and mutant conditions but to a larger extent in G9a mutants. 

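By the rule used for group 1, 1383 genes (48.4% of the DE genes) fell in group 3, the largest of the groups. Their median log2 fold changes were 0.29 and 0.43 in controls and 0.70 and 1.08 in G9a mutants at 6 and 12 h. At 12 h, 506 of these genes were DE in controls and 1294 in mutants. The responses of the genotypes at 12 h differed for 693 of them (50.1%). Across the alternatives, the group held 976 genes (each gene grouped by its own values) to 1573 genes (no minimum count), and 1019 to 1432 with 1 library left out.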

Group 4 (285 genes, clusters 8–10) represents genes that were up-regulated in the controls but down-regulated in G9a mutants. 

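Group 4 held 580 genes (20.3%). The medians were 0.60 and 0.57 in controls and -0.18 and -0.70 in G9a mutants. At 12 h, 252 of the genes were DE in controls and 348 in mutants, and 57 were DE in both with opposite directions. A difference between the responses at 12 h was called for 440 genes (75.9%). With 8 clusters in place of 12, the group held 377 genes.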

Group 5 (652 genes, clusters 11 and 12) contains genes that were down-regulated in the control and mutant conditions but to a larger extent in G9a mutants.

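Group 5 held 869 genes (30.4%), with medians of -0.27 and -0.43 in controls and -0.67 and -1.07 in G9a mutants at 6 and 12 h. Of these, 286 were DE in controls at 12 h and 755 in mutants, and the responses at 12 h differed for 371 (42.7%). The size of this group fell to 464 without control 0 h replicate 1, 265 without control 6 h replicate 1, 426 without control 12 h replicate 1 and 435 without mutant 12 h replicate 2, where group 2 gained genes.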

**Fig 2:**
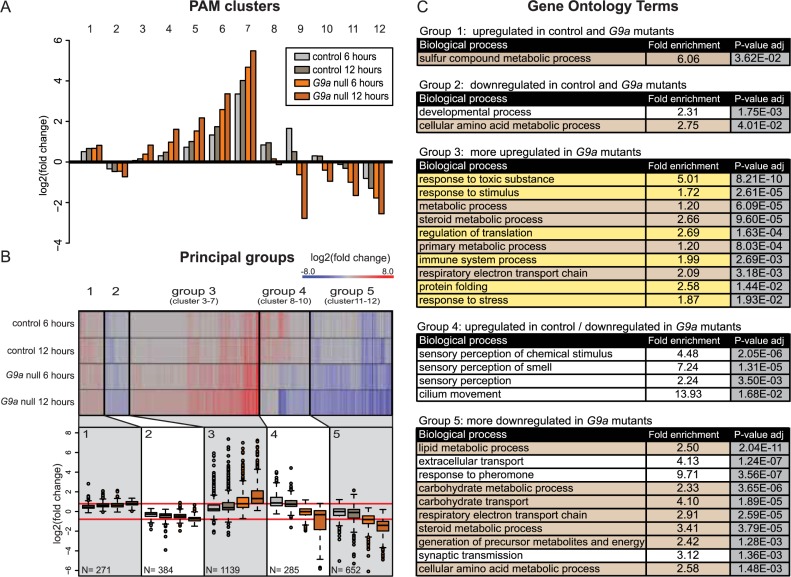
G9a mutants show highly augmented transcriptional response of genes regulating stress defenses and metabolism. (A) PAM clustering of differentially expressed genes base on log2 fold change values obtained from differential expression analysis in four pairwise comparisons. (B) Heatmap and boxplots of log2 fold changes of differentially expressed genes combined into five principle groups derived from clusters with similar patterns of differential expression. The five principle groups show up-regulation in G9a mutants and controls (group 1, cluster 1), down-regulation in G9a mutants and controls (group 2, cluster 2), more up-regulation in G9a mutants compared to controls (group 3, clusters 3–7), up-regulated in controls and down-regulated in G9a mutants (group 4, clusters 8–10), and more down-regulation in G9a mutants than in controls (group 5, clusters 11 and 12). The number of genes in each group is indicated. (C) Gene ontology analysis showing the top enriched biological processes sorted by adjusted (Bonferroni-corrected) *p*-value in each of the five principal groups, indicating enrichment in stress response genes (highlighted in yellow) and metabolic genes (highlighted in brown). The numerical data depicted in this figure can be found in S5 Data. PAM, partitioning around medoids.

Next, we performed gene ontology (GO) enrichment analysis to obtain a global understanding of the biological function associated with the genes in the five principle groups described in Fig 2B (complete GO statistics are shown in S3A Data). We identified several GO terms related to stress response in the large group 3 (Fig 2C, highlighted in yellow, e.g., response to toxic substances, response to stimulus, regulation of translation, immune system process, protein folding, response to stress), which contained genes that were up-regulated in response to OS but more up-regulated in G9a mutants (Fig 2A and 2B). Thus, G9a mutants show an augmented transcriptional response to OS. In addition, many metabolic terms were enriched (Fig 2C, highlighted in brown). This was especially evident for group 5 genes (Fig 2C, e.g., lipid metabolic processes, carbohydrate metabolic processes, carbohydrate transport, steroid metabolic processes, generation of precursor metabolites, and energy and cellular amino acid metabolic processes), which were down-regulated in response to stress but more down-regulated in G9a mutants (Fig 2A and 2B).

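GO annotation was not used here. In its place, the lists of glutathione S-transferases, DNA repair and proteasome genes of Fig 3 and gene families taken by symbol were counted in group 3, which held 13.1% of all tested genes. Group 3 held 41 of the 52 proteasome genes (78.8%, Fisher's exact test, Benjamini-Hochberg adjusted p = 1.5e-25), 13 of the 32 glutathione S-transferases (40.6%, adjusted p = 0.00044) and 29 of the 102 DNA repair genes (28.4%, adjusted p = 0.00021). Of the families, 10 of the 16 tested genes with symbols in *Hsp* (62.5%, adjusted p = 4.8e-05) and 26 of the 79 in *Cyp* (32.9%, adjusted p = 4.8e-05) were in group 3, as were 2 of the 20 antimicrobial peptide genes. Because the groups were made from the same libraries, these shares describe the groups and are no independent test. For the *Hsp* family, the median log2 difference of the responses, mutants minus controls, was -0.44 at 6 h (fry adjusted p = 0.27) and 2.21 at 12 h (fry adjusted p = 0.045), where 10 genes were called higher over all tested genes and 10 when adjusted over the list alone. The 12 h value passed 0.05 by a small margin. The adjusted p reached 0.111 with 1 library left out and was above 0.05 without either control 0 h library, either control 12 h library, either mutant 0 h library, either mutant 6 h library or mutant 12 h replicate 2, and also with no minimum count, with the replicate number as a block or under camera. The family's median change at 12 h was 0.37 in controls and 2.66 in mutants. The *Cyp* family had a median change of 0.36 at 12 h in controls, and its median difference at 12 h was -0.11 (adjusted p = 0.27). For the antimicrobial peptide genes the median difference was -0.76 (adjusted p = 0.045), and it was 0.18 without mutant 12 h replicate 1. Its adjusted p was above 0.05 without either control 0 h library, either control 6 h library, either control 12 h library, mutant 0 h replicate 2, either mutant 6 h library or mutant 12 h replicate 1 (up to 0.165).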

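The difference between the responses, the log2 fold change in mutants minus that in controls, was tested for each gene within the same fit. It was called for 862 genes at 6 h (369 higher and 493 lower in mutants) and for 1663 genes at 12 h (765 higher, 898 lower). At an unadjusted p under 0.05 these were 2757 and 3960 genes. The number at 12 h ranged from 1503 (mean of at least 50 normalized counts) to 1711 (edgeR on the recovered reads). Among the 1663 genes, 920 changed in the same direction in both genotypes and more in mutants, 54 changed in the same direction and more in controls, and 689 changed in opposite directions, 63 of which were DE in both genotypes. Of the 1071 genes DE in controls at 12 h, 619 (57.8%, 95% exact binomial interval 54.8% to 60.8% for counting error only) changed more in the same direction in mutants. Of the 1071, 738 were also DE in mutants in the same direction and 63 in the opposite direction. The share that changed more in mutants was 61.1% with a mean of at least 50 normalized counts and 54.4% without control 12 h replicate 1. The largest positive differences at 12 h, by log2, were 5.01 for *CG13215* (FBgn0033592), 4.92 for *CG8851* (FBgn0031546) and 4.85 for *Spn88Eb* (FBgn0038299), and the largest negative ones -5.81 for *Obp59a* (FBgn0034766), -5.37 for *Sfp84E* (FBgn0259974) and -5.22 for *a10* (FBgn0011293). *Spn88Eb* went from 153 ± 7.17 to 373 ± 2.81 normalized counts in controls and from 82.6 ± 21.6 to 5805 ± 1236 in mutants. *CG8851* had 0 reads in the mutant 0 h libraries, so its rise there was at least 26.2-fold, with the floor at 3 reads over the group. This rise rests on 47 reads in the mutant 12 h libraries, at 2.04% of the level in controls of that hour. Reads of the other genotype may account for part of it. *CG13215* had 1 read in these libraries, a ratio of 575 with a 95% counting interval of 103 to 22773. *Obp59a* and *a10* belong to a set of antennal genes that were low in the control 0 h, control 12 h and mutant 12 h libraries, with *Obp59a* at 24.5, 29.4 and 8.36 normalized counts there and 243 in mutants at 0 h. From the stress terms enriched in its group 3, the paper concludes that G9a mutants show an augmented transcriptional response to OS.

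**Figure D1:**
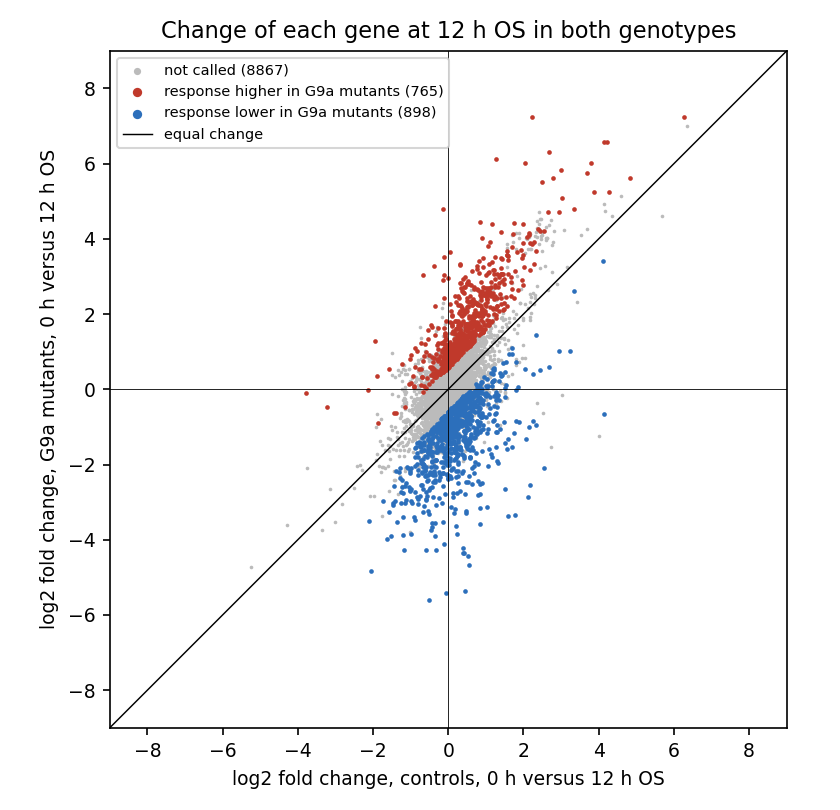
Each gene is a point, with its log2 fold change from 0 to 12 h of OS exposure in controls on the horizontal axis and in G9a mutants on the vertical axis. Genes whose responses differed between the genotypes are coloured, with 765 higher in mutants (red) above and 898 lower (blue) below the diagonal of equal change.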

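Of all tested genes, 8.25% were in group 5. The lists of metabolic genes of Fig 5 were counted in it. Group 5 held 8 of the 19 triglyceride synthesis genes (42.1%, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0012), 7 of the 36 fatty acid beta oxidation genes (adjusted p = 0.083), 2 of the 3 glycogen synthesis genes (adjusted p = 0.075) and 3 of the 32 tested oxidative phosphorylation genes. Among families and marker lists it held 8 of 25 *Ugt* genes (32.0%, adjusted p = 0.0041), 10 of 30 *Obp* genes (33.3%, adjusted p = 0.0012) and 4 of the 5 fat body genes (adjusted p = 0.0019), and 14 of the 30 *Obp* genes were in group 4. At 12 h, the median log2 difference of the responses was -0.43 for *Ugt* (fry adjusted p = 0.019) and -1.44 for *Obp* (fry adjusted p = 1.3e-05, with 4 genes above and 26 below 0). The *Ugt* value was no longer past 0.05 without control 0 h replicate 2, control 12 h replicate 1 or mutant 0 h replicate 2 (adjusted p up to 0.0710), under camera and by a Wilcoxon signed-rank test across genes. The fat body genes had a median difference of -2.29 (adjusted p = 0.033), which was above 0.05 without control 0 h replicate 2, either control 12 h library, mutant 0 h replicate 2 or mutant 12 h replicate 1 (adjusted p up to 0.0826).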

We also investigated an alternative RNA-seq data analysis approach by performing pairwise comparisons of transcriptional changes in G9a mutants versus control at each of the three time points: 0, 6, and 12 h of OS exposure (cutoffs of ≥1.5-fold change and *p*-adj ≤ 0.05). Using this approach, we identified 2,600 DE genes (S2B Data). 

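Between G9a mutants and controls, 1084 genes were DE at 0 h (531 higher and 553 lower in mutants), 1466 at 6 h (688 higher, 778 lower) and 2072 at 12 h (996 higher, 1076 lower). With no fold threshold and an unadjusted p under 0.05 the numbers were 3921, 4493 and 5259. The union held 2700 genes, ranged from 2179 (mean of at least 50 normalized counts) to 3119 (no minimum), and held 2587 to 2722 with 1 library left out. Of the calls at 0 h, 73.6% remained without mutant 0 h replicate 1. The largest positive log2 fold changes at 0 h were 7.89 for *mthl8* (FBgn0052475), 7.63 for *Cpr56F* (FBgn0034499) and 6.44 for *CG6026* (FBgn0038676), all higher in mutants. *mthl8* had 10.7 ± 2.56 normalized counts in controls and 2755 ± 17.8 in mutants. *CG8851*, *Sr-CIV* (FBgn0031547) and *CG3213* (FBgn0031545) were lowest in mutants relative to controls. *CG8851* was at least 1441-fold lower in mutants at 0 h, *Sr-CIV* had 3 reads in the mutants and a ratio of controls to mutants of 842 (95% counting interval 288 to 4085), and *CG3213* had 2 reads and a ratio of 320.4 (88.3 to 2652). On the mean of the duplicates at 6 and at 12 h, each of these 3 genes, *mthl8* and *Cpr56F* were found in the genotype that lacked them at 0 h, at 0.675% to 4.70% of their level in the other genotype.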

By PAM clustering of DE genes, as described above, we again identified five principle gene expression groups (S3 Fig). We found similar patterns of expression changes and comparable representation of biological process within five different principal groups (S3 Fig and S3B Data). For example, group 3 of this alternative analysis contained many stress genes that were up-regulated in G9a mutants only at 6 and 12 h after OS but not at 0 h in steady-state conditions. 

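At 6 or 12 h, 1162 genes were higher in G9a mutants than in controls, and 875 of them (75.3%) were not DE at 0 h. At 12 h, 759 of the 996 higher genes (76.2%) were not DE at 0 h. For 579 of the 996, the difference between the responses was also called in that direction. Counted separately, 179 genes were higher at each of the 3 time points. *Gadd45* (FBgn0033153), which the paper measured by RT-qPCR, was higher in mutants at 12 h and also at 0 h, where its log2 fold change was 0.78 (limma adjusted p = 0.0011).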

Group 5 of the alternative analysis contained many metabolic genes that were down-regulated in G9a mutants after 6 and 12 h of OS exposure but not at 0 h in steady-state conditions (S3 Fig). 

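Lower expression in G9a mutants was called for 1217 genes at 6 or 12 h, of which 744 (61.1%) were not DE at 0 h. At 12 h this held for 659 of the 1076 lower genes (61.2%), and a difference of the responses in the same direction was called for 624 of the 1076. At all 3 time points, 290 genes were lower in mutants.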

Taken together, we consistently see augmented activation of stress response genes and reduced expression of metabolic genes in G9a mutants after exposure to OS.

### Transcriptional overactivation of OS defense mechanisms in G9a mutants

We initially hypothesized that the strongly reduced survival of G9a mutants in response to OS may be due to the inability to initiate the transcriptional defense mechanisms protecting against OS. It was thus surprising to identify stress response genes to be enriched in group 3, characterized by an exaggerated transcriptional response in G9a mutants (Fig 2). We therefore further analyzed specific genes encoding proteins that function in neutralizing ROS and oxidative damage (Fig 3A). SOD catalyzes transformation of oxygen radicals (^•^O^−^_2_) into H_2_O_2_. Catalase, glutathione peroxidases, peroxiredoxins, and thioredoxins help to reduce H_2_O_2_ to water. Examining OS-induced expression changes of these enzymes, we found similar expression in G9a mutants and controls at steady state. 

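The enzymes were represented by *Sod1* (FBgn0003462), *Cat* (FBgn0000261), *Gtpx* (FBgn0035438, the glutathione peroxidase PHGPx), *Prx6b* (FBgn0033520, Prx2540-1), *GstE1* (FBgn0034335) and *Trxr1* (FBgn0020653). At 0 h, normalized counts in controls and mutants were 6145 ± 555 and 7008 ± 282 for *Sod1*, 3943 ± 265 and 4317 ± 439.9 for *Cat*, and 2195 ± 182 and 2324 ± 33.7 for *Gtpx*. They were 184 ± 24.2 and 245 ± 62.2 for *Prx6b*, 444 ± 11.5 and 568 ± 61.4 for *GstE1*, and 4194 ± 452 and 4536 ± 259 for *Trxr1*. The log2 fold changes were 0.08 to 0.39, all above 0, and none of the 6 genes was called by limma. *Prx6b* was called without mutant 0 h replicate 1, with a log2 fold change of 0.65.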

Upon OS exposure, we observed an increase in mRNA levels after 6 h and even more after 12 h of OS exposure, a response that was augmented in G9a mutants (Fig 3B). 

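*Cat* rose from 0 to 12 h by 2.43-fold in controls and 3.75-fold in G9a mutants, and the log2 difference of the responses was -0.08 at 6 h (limma adjusted p = 0.71) and 0.63 at 12 h (standard error 0.11, limma adjusted p = 0.0014). The 12 h call rested on single libraries, since the difference fell below the fold threshold without control 0 h replicate 1 (0.56), mutant 0 h replicate 1 (0.52) or mutant 12 h replicate 2 (0.54). *Gtpx* rose by 2.01-fold in controls and 4.63-fold in mutants, a log2 difference of 1.20 (standard error 0.10, adjusted p = 6.4e-06) in limma. For *Trxr1* the folds were 1.85 and 2.63, and the difference of 0.50 was not called, except without control 0 h replicate 2 (0.61) or mutant 12 h replicate 1 (0.61). *Sod1* moved the other way in the mutants, with 1.19-fold in controls and 0.800-fold in mutants at 12 h. Its difference of -0.57 (limma adjusted p = 5.4e-04) stayed inside the fold threshold and passed it when reads were thinned to one depth (-0.59) and without control 0 h replicate 1 (-0.67), control 12 h replicate 1 (-0.59), mutant 0 h replicate 1 (-0.62) or mutant 12 h replicate 2 (-0.60). At 6 h, normalized counts in controls and mutants were 7158 ± 388 and 6898 ± 267 for *Sod1*, 8375 ± 498 and 8639 ± 355 for *Cat*, 3733 ± 20.6 and 7372 ± 472 for *Gtpx*, and 7049.7 ± 242 and 10617 ± 527 for *Trxr1*.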

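Normalized counts of *GstE1* were 1259 ± 13.3 at 6 h and 804 ± 113 at 12 h in controls and 7708 ± 787 and 12549 ± 2298 in G9a mutants. In the fit, the log2 difference of the responses at 12 h was 3.61 (standard error 0.18, adjusted p = 1.7e-07), the latter from limma with Benjamini-Hochberg adjustment over all tested genes. *Prx6b* had 452 ± 44.8 and 410.3 ± 23.8 normalized counts in controls and 1128 ± 7.71 and 2566 ± 488 in mutants, and its difference at 12 h was 2.24 (standard error 0.24, adjusted p = 2.9e-05) by the same test. Both mutant libraries lay above both control libraries at 6 and 12 h for both genes. Taken as ratios of mean counts at 12 h over 0 h, *GstE1* rose 1.81-fold in controls and 22.1-fold in mutants, and *Prx6b* 2.23-fold and 10.5-fold. The gene with the lowest level in a control 12 h library relative to mutants of the same hour allows up to 1.52% of mutant reads in replicate 1 and 1.23% in replicate 2. Subtracting those largest shares would leave rises in controls of 1.44-fold for *GstE1* and 2.06-fold for *Prx6b*.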

The most striking examples for augmented induction by OS are *glutathione S-transferase E1* (*GstE1*) (fold increase at 12 h after OS = 1.8 in controls versus 22.1 in G9a mutants, *p* = 0.017, Fig 3B, bottom left) and *peroxiredoxin 2540–1* (*Prx2450-1*) (fold increase at 12 h after OS = 2.2 in controls versus 10.5 in G9a mutants, *p* = 0.025, Fig 3B, middle right). These expression differences were validated in independent quantitative real-time PCR (RT-qPCR) experiments (S4A Fig). *GstE1*, *Prx2450-1*, and *Catalase* (*Cat*) were previously predicted to be G9a targets by H3K9me2 ChIP-seq [22], suggesting that G9a might be required to buffer the stress-induced induction of some OS response genes. These data show that G9a mutants are not defective in their ability to induce expression of OS response genes but rather show increased induction.

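For *GstE1*, the log2 difference of the responses at 12 h was 3.60 to 3.65 under every alternative that kept all libraries, and the calls for *GstE1*, *Prx6b* and *Gtpx* held with each of the 12 libraries left out in turn.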

**Fig 3:**
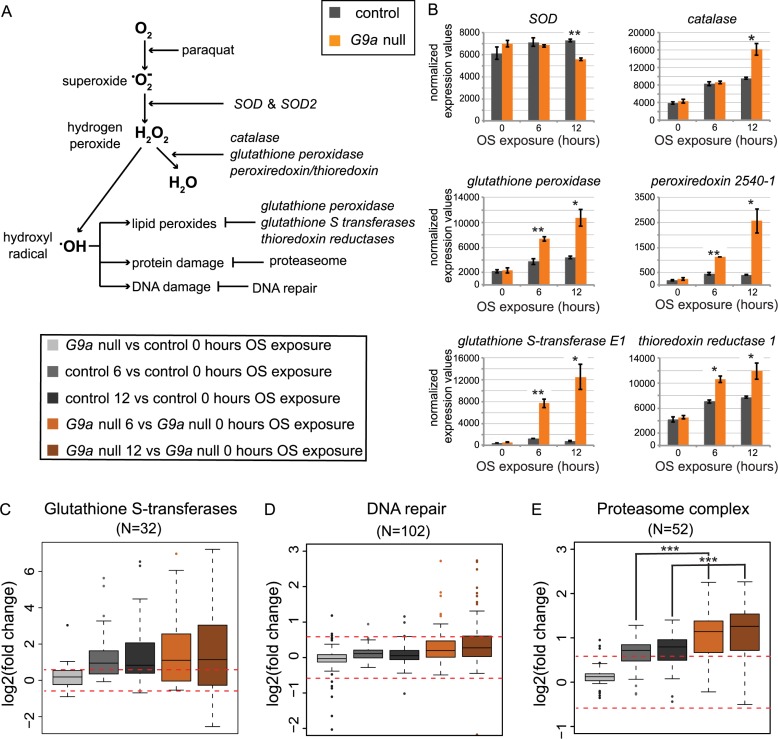
Enhanced expression of antioxidant and ROS damage pathway genes in G9a mutants upon OS exposure. (A) Schematic diagram of enzymes crucial for ROS elimination and prevention of ROS-mediated damage. (B) Normalized expression values for selected genes involved in ROS elimination and ROS-mediated damage in G9a mutants and controls at 0, 6, and 12 h after OS induction. Significance was determined using Student *t* test. (C–E) Boxplots showing log2 fold changes for selected groups of genes encoding glutathione S-transferases, peroxisomal proteins, and the DNA repair machinery. Fold changes were derived from the following pairwise comparisons: G9a mutant versus control after 0 h OS (light gray), control 0 versus 6 (dark gray) and 12 h (black) of OS, and G9a mutant 0 versus 6 (orange) and 12 h (brown) of OS. Statistical comparisons between groups were performed using a Wilcoxon signed-rank test. ***p < 0.001; **p < 0.01; *p < 0.05. The numerical data depicted in this figure can be found in S5 Data. H_2_O_2_, hydrogen peroxide; OS, oxidative stress; ROS, reactive oxygen species; *SOD*, *superoxide dismutase*.

Cellular ROS can react with and cause damage of lipids, DNA, and proteins. We therefore further surveyed the expression of protein groups that counteract ROS-mediated damage. These included glutathione S-transferases, which are responsible for detoxifying peroxidized lipids (Fig 3C), DNA damage repair machinery (Fig 3D), and genes encoding components of the proteasome complex, a key organelle in clearing damaged proteins (Fig 3E). 

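The numerical data of Fig 3 list 32 glutathione S-transferases, 102 DNA repair genes and 52 proteasome genes, all of which were tested. Each list was tested as a whole with the rotation test fry of limma, two-sided, with Benjamini-Hochberg adjustment over the 25 lists tested in the comparison, and the study chose the lists itself. At 0 h, the median log2 fold change of mutants over controls was 0.18 (adjusted p = 0.18) for the glutathione S-transferases, -0.03 (adjusted p = 0.047) for DNA repair and 0.12 (adjusted p = 0.14) for the proteasome. Of the single genes, 6 glutathione S-transferases were higher and 2 lower, 2 DNA repair genes higher and 6 lower, and 3 proteasome genes higher and 0 lower. Adjusted over the list alone, 8, 8 and 3 genes passed, which is no independent evidence for lists drawn from the same study. The DNA repair value was the one closest to the threshold, and its adjusted p rose to 0.238 without control 0 h replicate 2, where the median was 0.00, and was 0.123 without mutant 0 h replicate 2, where it was 0.01. It was also above 0.05 without control 0 h replicate 1, mutant 0 h replicate 1, either mutant 6 h library, either control 6 h library or either control 12 h library. The proteasome list passed without either mutant 12 h library (median 0.12 in both, adjusted p = 0.0197 at the lowest).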

In general, genes involved in these processes are not differentially expressed in G9a mutants under steady-state conditions (Fig 3C–3E, G9a null versus control after 0 h OS). 

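The median log2 fold change of the glutathione S-transferases was 0.93 (adjusted p = 7.6e-05) at 6 h and 0.83 (adjusted p = 5.1e-05) at 12 h in controls, and 1.09 (adjusted p = 1.6e-05) and 1.14 (adjusted p = 1.0e-05) in G9a mutants, by fry. By single genes at 12 h, 18 were higher and 1 lower in controls (20 adjusted over the list alone) and 17 higher and 6 lower in mutants (23 over the list alone). For the difference of the responses, the fry adjusted p was 0.15 at 6 h (median 0.10) and 0.27 at 12 h (median 0.11, 18 genes above and 14 below 0). At 12 h, 8 single genes were called higher and 8 lower in mutants, over a range of -4.71 to 3.61, and 16 passed when adjusted over the list alone. The 12 h median lay between -0.03 and 0.18 with 1 library left out. Under camera with an estimated correlation between genes, the alternative that moved the list tests most, the adjusted p was 0.234 at 12 h in controls and 0.349 in mutants, where the values over all alternatives began at 2.6e-05 and 6.4e-06.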

At 6 h and 12 h OS, glutathione S-transferase genes show a trend toward increased expression in controls, which is somewhat augmented in G9a mutants (Fig 3C). 

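For the DNA repair list, fry gave medians of 0.10 (adjusted p = 3.1e-04) at 6 h and 0.05 (adjusted p = 6.8e-04) at 12 h in controls, and of 0.19 (adjusted p = 2.2e-06) and 0.28 (adjusted p = 2.3e-07) in G9a mutants. The control median at 12 h was -0.05 after median centring of the libraries, which shifts the median change of all genes in controls by -0.10 at both time points. Single DNA repair genes called at 12 h numbered 4 higher and 1 lower in controls and 28 higher and 1 lower in mutants, with 5 and 29 adjusted over the list alone. The lower gene was *cry*, which is also a gene of the circadian clock, at -1.02 in controls and -2.18 in mutants. The difference of the responses had a median of 0.10 (adjusted p = 7.9e-04) at 6 h and 0.25 (adjusted p = 1.3e-05) at 12 h, where 81 of the genes lay above 0 and 21 below. By single genes at 12 h, 19 were called higher and 1 lower in mutants (21 over the list alone), over a range of -1.16 to 2.23. The lower gene was again *cry*. Under camera the adjusted p was 0.0589 at 6 h and 0.0224 at 12 h, the highest over the alternatives, with the lowest at 1.0e-05 and 3.7e-10.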

DNA repair genes show no induction after OS in controls or G9a mutants, with the exception of some outliers (Fig 3D). 

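The median log2 fold change of the proteasome genes was 0.72 (adjusted p = 3.4e-04) at 6 h and 0.80 (adjusted p = 2.3e-04) at 12 h in controls and 1.14 (adjusted p = 2.6e-05) and 1.25 (adjusted p = 1.0e-05) in G9a mutants, by fry. At 12 h, 35 of the 52 genes were DE in controls and 41 in mutants, all higher, and the same numbers passed when adjusted over the list alone. The median difference of the responses was 0.39 at 6 h (fry adjusted p = 0.026) and 0.44 at 12 h (fry adjusted p = 0.018), with 48 and 46 genes above 0. Single genes called for the difference were 9 higher and 0 lower at 6 h (9 over the list alone) and 16 higher and 2 lower at 12 h (18 over the list alone). Both list calls depended on single libraries. At 6 h the adjusted p was above 0.05 without either control 0 h library, either control 6 h library, either mutant 0 h library or either mutant 6 h library (medians 0.37 to 0.43, adjusted p 0.0567 to 0.0921), and at 12 h without control 0 h replicate 2 (0.45), control 12 h replicate 1 (0.48) or control 12 h replicate 2 (0.45). Under camera the adjusted p was 0.467 at 6 h and 0.550 at 12 h. The lowest values over the alternatives, 5.8e-08 and 1.1e-06, came from a Wilcoxon signed-rank test across genes, which treats genes as independent.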

For genes encoding components of the proteasome, we observed a trend toward increased expression in controls after OS exposure, and this increase was significantly higher in G9a mutants (Fig 3E, G9a null versus controls after 6 h OS: *p* = 0.0012, G9a null versus control after 12 h OS: *p* = 0.0011). Together, our data indicate that G9a mutants show an intact and even exaggerated transcriptional response of genes implicated in OS defense.

### No accumulation of ROS or ROS-induced damage in G9a mutants

Having identified that the transcription of OS defense genes was enhanced in G9a mutants, we set out to measure markers of OS and oxidative damage in G9a mutants and controls upon OS induction. We measured H_2_O_2_ levels, an intermediate ROS metabolite used as a marker for ROS levels. G9a mutants already had significantly higher levels of H_2_O_2_ at steady state (0 h OS) compared to controls (Fig 4A). However, H_2_O_2_ remained unchanged for up to 18 h after OS exposure, which was the latest time point at which we were able to collect sufficient living G9a mutant animals to perform measurements. We also estimated lipid peroxidation as a marker for oxidative damage, by quantifying malondialdehyde (MDA) levels in G9a mutants and controls (Fig 4B). We observed similar levels of MDA in both genotypes at steady state (0 h OS) and no changes in MDA levels upon OS induction. This indicates that G9a mutants are not defective in clearing ROS or eliminating molecules that are damaged by ROS, in agreement with the transcriptional data. In addition, we tried to rescue the G9a mutant OS sensitivity by feeding the antioxidants vitamin E and glutathione at concentrations that have previously been shown to counteract harmful effects of OS [27,28]. However, we did not see any beneficial effects of these antioxidants in either G9a mutants or controls (S5 Fig), suggesting that ROS clearance is not limiting for survival under these conditions.

**Fig 4:**
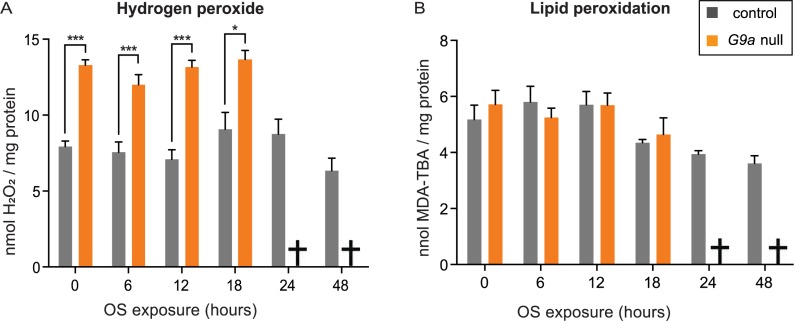
No accumulation of ROS or ROS-mediated damage during OS exposure in G9a mutants and controls. (A) Hydrogen peroxide and (B) lipid peroxidation levels in G9a mutants and controls over a time course of OS exposure. Measurements could not be obtained for the G9a mutants at 24 and 48 h time points, as most flies were already dead (indicated by cross). Bar graphs showing mean values and SEM were generated using Graphpad, and *p*-values were obtained using multiple *t* tests with FDR correction. ***p < 0.001; *p < 0.05. The numerical data depicted in this figure can be found in S5 Data. FDR, false discovery rate; OS, oxidative stress; ROS, reactive oxygen species; MDA, malondialdehyde.

### G9a mutants show altered regulation of metabolic genes driving energy storage and usage

The results obtained above strongly suggested mechanisms other than an impaired stress response to underlie reduced survival of G9a mutants in response to OS. We therefore turned to the second predominant biological theme of misregulated genes: genes involved in metabolism. We examined OS-induced expression changes for genes encoding the main enzymes that drive energy use and storage (Fig 5A and S6 and S7 Figs). In G9a mutants at steady state, metabolic genes showed very little misregulation (Fig 5B–5M and S7 Fig; G9a mutants versus controls after 0 h OS), with the exception of a few genes involved in the regulation of fatty acid beta oxidation and triglyceride synthesis (S6 Fig). 

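In the metabolic lists of Fig 5, no gene of glycogen breakdown, glycogen synthesis, gluconeogenesis, glycolysis, the pyruvate dehydrogenases, the citric acid cycle, ketogenesis, ketolysis or oxidative phosphorylation was DE at 0 h by limma. Of the 36 beta oxidation genes, 0 were higher and 4 lower in G9a mutants (4 adjusted over the list alone), and of the 19 triglyceride synthesis genes 3 were higher and 1 lower (4 over the list alone). As lists, beta oxidation had a median log2 fold change of -0.00 (adjusted p = 0.67) and triglyceride synthesis of 0.09 (adjusted p = 0.73) by fry. Smaller shifts shared by the genes of a list passed for the pyruvate dehydrogenases (median -0.28, adjusted p = 0.0014), glycogen breakdown (median -0.35, adjusted p = 0.011), glycogen synthesis (median -0.09, adjusted p = 0.019), the citric acid cycle (median -0.22, adjusted p = 0.019) and glycolysis (median -0.18, adjusted p = 0.027), by fry. Each of these 5 had an adjusted p above 0.05 when only the 0 h libraries were fitted or when camera was used. Glycogen breakdown, glycogen synthesis and the citric acid cycle also lost it without control 0 h replicate 1 or either mutant 0 h library, and glycolysis without control 0 h replicate 1, either control 12 h library or either mutant 0 h library. By fry, oxidative phosphorylation (median -0.16, adjusted p = 0.054) passed after median centring, with the replicate number as a block and without control 0 h replicate 2 or either control 6 h library. Gluconeogenesis (median -0.18, adjusted p = 0.10) passed after median centring and without control 0 h replicate 2. Ketogenesis (median 0.01, adjusted p = 0.82, mean and fry direction below 0) and ketolysis (median -0.10, adjusted p = 0.20) did not pass.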

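In controls after 12 h of OS exposure, the median log2 fold change by fry was -0.16 (adjusted p = 0.70) for glycogen breakdown, -0.33 (adjusted p = 0.0013) for glycogen synthesis, 0.09 (adjusted p = 0.12) for gluconeogenesis, -0.09 (adjusted p = 0.078) for glycolysis, -0.26 (adjusted p = 2.3e-04) for the pyruvate dehydrogenases and -0.14 (adjusted p = 0.032) for the citric acid cycle. It was 0.18 (adjusted p = 0.0098) for ketogenesis, 0.02 (adjusted p = 0.048) for ketolysis and -0.19 (adjusted p = 0.022) for oxidative phosphorylation. In G9a mutants the values were -0.31 (adjusted p = 0.0060) for glycogen breakdown, -0.66 (adjusted p = 2.9e-05) for glycogen synthesis, -0.14 (adjusted p = 0.56) for gluconeogenesis (mean above 0, fry direction downwards), -0.00 (adjusted p = 0.34) for glycolysis (fry direction upwards), -0.51 (adjusted p = 9.7e-06) for the pyruvate dehydrogenases, -0.31 (adjusted p = 2.9e-04) for the citric acid cycle, 0.05 (adjusted p = 1.9e-04) for ketogenesis, -0.21 (adjusted p = 0.34) for ketolysis and -0.42 (adjusted p = 2.7e-04) for oxidative phosphorylation. None of these medians reached the fold threshold used for single genes except that of glycogen synthesis in mutants. After median centring ketolysis in controls was -0.08 and ketogenesis in mutants was -0.02. In controls, the citric acid cycle was above 0.05 without control 0 h replicate 1, either control 12 h library or either mutant 0 h library (adjusted p up to 0.134), oxidative phosphorylation without control 0 h replicate 1 or either control 12 h library (up to 0.101), ketogenesis without control 0 h replicate 2 or control 12 h replicate 1 (up to 0.0699) and ketolysis without control 0 h replicate 2, either control 6 h library, either control 12 h library, either mutant 0 h library, mutant 6 h replicate 2 or either mutant 12 h library (up to 0.179), and glycolysis passed without control 0 h replicate 2. With only the libraries of the comparison in the fit, all 4 of the lists lost in this way were above 0.05 in controls, under median centring or edgeR glycolysis passed in controls, and under median centring ketolysis passed in mutants. At 6 h the oxidative phosphorylation median was -0.01 in controls (fry direction upwards, adjusted p = 0.97) and -0.17 in mutants (adjusted p = 0.033).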

Upon OS induction, there were no global changes in expression of genes involved in glycogen metabolism, gluconeogenesis, glycolysis, pyruvate dehydrogenases, citric acid cycle, ketogenesis, ketolysis, or mitochondrial oxidative phosphorylation (Fig 5B–5L). 

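The difference of the responses was tested for each of these lists by fry. At 6 h it passed for glycogen synthesis (median -0.51, adjusted p = 0.0079), and the other lists had adjusted p of 0.13 to 0.56, with medians of -0.20 to -0.07. The means of glycolysis and ketogenesis at 6 h were above 0. At 12 h, all 32 tested oxidative phosphorylation genes, all 10 citric acid cycle genes and the genes of the pyruvate dehydrogenases, glycogen synthesis and glycogen breakdown lists lay below 0. The medians there were -0.25 (adjusted p = 0.033) for oxidative phosphorylation, -0.20 (adjusted p = 0.033) for the citric acid cycle, -0.24 (adjusted p = 0.0071) for the pyruvate dehydrogenases, -0.33 (adjusted p = 0.014) for glycogen synthesis, -0.15 (adjusted p = 0.045) for glycogen breakdown, -0.20 (adjusted p = 0.14) for gluconeogenesis, 0.12 (adjusted p = 0.046) for glycolysis, -0.23 (adjusted p = 0.045) for ketolysis and -0.12 (adjusted p = 0.045) for ketogenesis, whose mean was above 0. The fry test of ketogenesis pointed upwards, with its mean of 0.27. Of the single genes of these 9 lists, 1 of gluconeogenesis and 1 of ketogenesis were called higher at 12 h, and 1 of gluconeogenesis and 1 of glycolysis lower, and the same numbers passed when adjusted over each list alone. Apart from the pyruvate dehydrogenases, each list that passed at 12 h had an adjusted p above 0.05 with some library left out. This was so for oxidative phosphorylation without control 0 h replicate 2, either control 12 h library, either mutant 0 h library or mutant 12 h replicate 2, for the citric acid cycle without control 0 h replicate 2, either control 12 h library, either mutant 0 h library or mutant 12 h replicate 2, for glycogen synthesis without control 12 h replicate 1, for glycogen breakdown without control 0 h replicate 2, either control 6 h library, either control 12 h library, either mutant 0 h library or either mutant 12 h library, for ketolysis without control 0 h replicate 2, either control 12 h library, either mutant 0 h library, either mutant 6 h library or either mutant 12 h library, for glycolysis without control 0 h replicate 1, either control 6 h library, either control 12 h library, either mutant 0 h library or either mutant 12 h library and for ketogenesis without either control 0 h library, either control 6 h library, either control 12 h library, either mutant 0 h library or mutant 12 h replicate 2. The highest of these was 0.194, for glycolysis. Gluconeogenesis passed at 6 and 12 h without control 0 h replicate 1, and the pyruvate dehydrogenases passed at 6 h without mutant 6 h replicate 1. Other alternatives moved glycolysis, ketolysis, ketogenesis and glycogen breakdown above 0.05 at 12 h, among them no minimum count and only the libraries of the comparison for all 4. A Wilcoxon signed-rank test across genes cannot pass for the 6 lists of 3 or 4 genes. Of the other 3, the citric acid cycle and oxidative phosphorylation passed at 6 and 12 h by that test, and gluconeogenesis did not. Under camera none of the 9 passed at either time point, with adjusted p from 0.412 upwards.

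**Figure D2:**
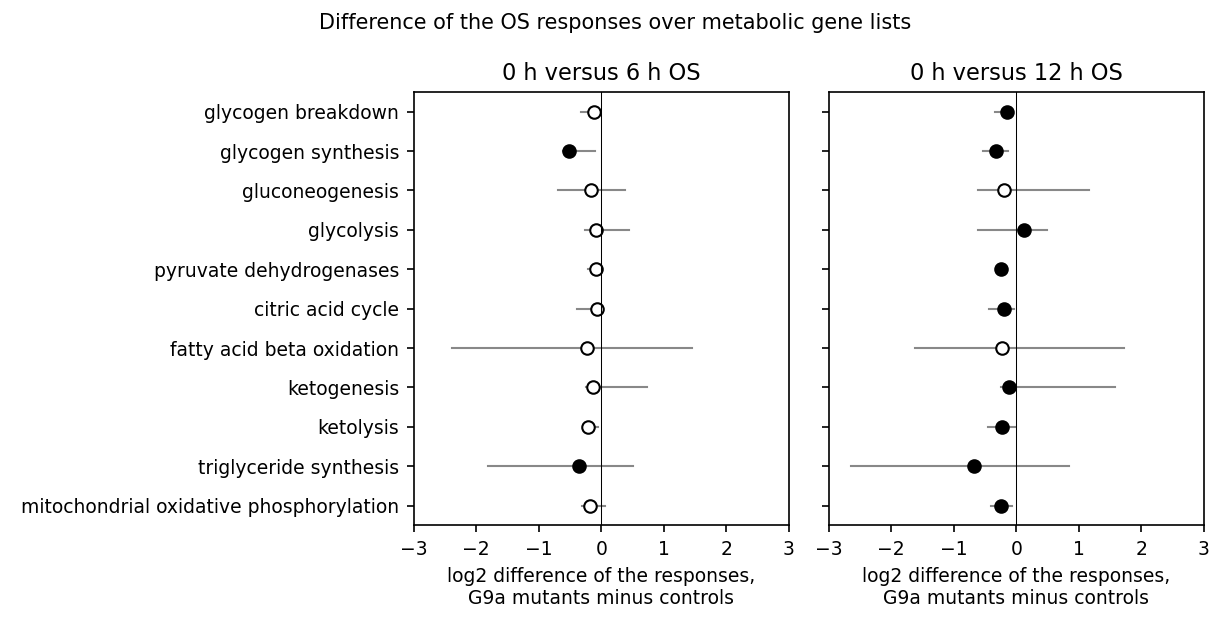
Circles give, for each metabolic list of Fig 5, the median over its genes of the log2 difference of the responses, G9a mutants minus controls, at 6 h (left) and 12 h (right), filled where the fry adjusted p was at most 0.05, and grey lines run from the lowest to the highest gene. Under median centring the medians shift by 0.05 at 6 h and 0.03 at 12 h, and none of the medians shown changes its sign.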

There were also no significant differences in expression of these genes in G9a mutants compared to controls after OS induction (S7 Fig). However, we noticed that specific genes regulating fatty acid beta oxidation showed highly diverging expression changes (in either direction, up and down) in response to OS in the G9a mutants compared to the controls (Fig 5H and S6 and S7 Figs). 

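The median of the 36 beta oxidation genes stayed near 0 at 12 h, at 0.20 (adjusted p = 0.077) in controls and -0.07 (adjusted p = 0.93) in G9a mutants (mean above 0, fry direction upwards), by fry. Single genes of the list went both ways. In controls 5 were DE upwards and 3 downwards (8 adjusted over the list alone), and in mutants 8 upwards and 6 downwards (14 over the list alone). The difference of the responses was called for 5 genes higher and 5 lower in mutants at 12 h (11 over the list alone), over a range of -1.62 to 1.72, and for 3 and 3 at 6 h. As a list, the difference had a median of -0.23 at 6 h (fry adjusted p = 0.16) and -0.22 at 12 h (fry adjusted p = 0.19), and the latter was 0.0493 without control 0 h replicate 1 (-0.26).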

Genes involved in triglyceride synthesis showed a clear trend toward augmented down-regulation in G9a mutants upon both 6 h and 12 h of OS (Fig 5K and S6 and S7 Figs). 

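The triglyceride synthesis list had a median log2 fold change of -0.02 at 6 h and -0.06 at 12 h in controls (fry adjusted p = 0.015 and 0.0038) and of -0.54 and -0.48 in G9a mutants (fry adjusted p = 1.2e-04 and 1.0e-04). By single genes, 5 were lower and 0 higher in controls at 12 h (5 adjusted over the list alone), and 9 lower and 2 higher in mutants (11 over the list alone). The difference of the responses had a median of -0.36 (adjusted p = 0.010) at 6 h, with 8 genes called lower and 0 higher (9 over the list alone), and of -0.68 (adjusted p = 0.033) at 12 h, with 10 lower and 2 higher (13 over the list alone). At 12 h the list was past the threshold in part through single libraries, as the adjusted p was 0.0737 to 0.104 without control 0 h replicate 2 (-0.56), control 12 h replicate 1 (-0.66), control 12 h replicate 2 (-0.67) or mutant 12 h replicate 1 (-0.68). It was also above 0.05 when only the libraries of the comparison were fitted (0.0680), across genes by a Wilcoxon signed-rank test (0.10) and by camera, over a range of 0.0185 to 0.550 for the alternatives, which at 6 h was 0.00534 to 0.467.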

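The normalized count of *Ldh* (FBgn0001258) was 185 ± 2.44 at 0 h, 1316 ± 16.1 at 6 h and 3309 ± 444 at 12 h in controls, and 248 ± 47.0, 3862 ± 415 and 23786 ± 3217 in G9a mutants. As ratios of mean counts, the rise from 0 to 12 h was 17.9-fold in controls and 95.8-fold in mutants. In limma's test, the log2 difference of the responses at 12 h was 2.43 (standard error 0.19, adjusted p = 3.0e-06), and it was called with each library left out. At 0 h the genotypes did not differ by the thresholds, apart from the fit without mutant 0 h replicate 1, where the log2 fold change was 0.61. In the PAM clustering *Ldh* fell in group 1. Taking off the largest share of mutant reads that the control 12 h libraries allow would leave a rise of 16.4-fold in controls.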

The most dramatic effect was observed for the *Lactate dehydrogenase* (*Ldh*) gene, the sole enzyme responsible for the conversion of pyruvate to lactate, which was significantly up-regulated in controls upon OS induction and dramatically overinduced in G9a mutants (fold increase at 12 h after OS = 17.91 for controls, 95.83-fold for G9a mutants, *p* = 0.012, Fig 5M). Like the hyperactivated genes operating in OS defense (*GstE1*, *Prx2450-1*, and *Cat*), *Ldh* was previously identified as a potential direct target gene of G9a [22]. We validated the identified expression changes for several metabolic genes, including *Ldh*, in an independent RT-qPCR experiment (S4 Fig).

**Fig 5:**
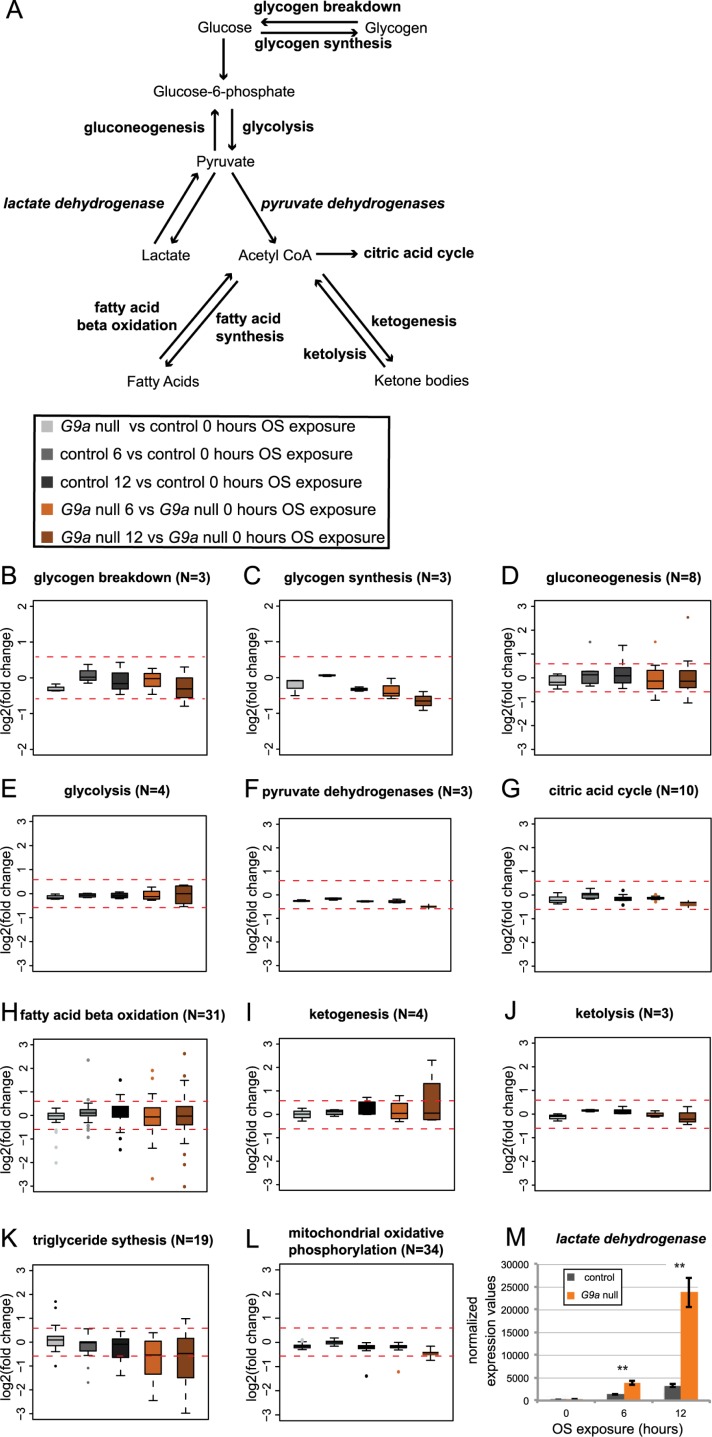
Altered expression of metabolic enzymes regulating energy storage and release in G9a mutants upon OS exposure. (A) Simplified schematic diagram of energy metabolism. (B-L) Boxplots showing log2 fold changes for selected groups of genes encoding enzymes involved in glycogen breakdown (B), glycogen synthesis (C), gluconeogenesis (D), glycolysis (E), pyruvate dehydrogenases (F), citric acid cycle (G), fatty acid beta oxidation (H), ketogenesis (I), ketolysis (J), triglyceride synthesis (K), and mitochondrial oxidative phosphorylation (L). Fold changes were derived from the following pairwise comparisons: G9a mutant versus control after 0 h OS (light gray), control 0 h versus 6 h (dark gray) and 12 h (black) of OS, and G9a mutant 0 h versus 6 h (orange) and 12 h (brown) of OS. (M) Normalized expression values for lactate dehydrogenase. *p*-Values were obtained using a Student *t* test. **p < 0.01. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress.

### G9a mutants show accelerated glycogen consumption and failure to mobilize triglycerides during OS exposure

Having observed misregulation of several genes involved in fat metabolism (see fatty acid beta oxidation and triglyceride synthesis, Fig 5, S6 and S7 Figs) and energy use (*Ldh*, Fig 5M) in G9a mutant heads at steady state and upon OS induction, we asked whether G9a mutants show altered energy use during OS exposure. In controls, glycogen stores were gradually depleted at a rate of −0.29 normalized glycogen units (ngu)/h over the time course of OS exposure (Fig 6A). Although glycogen levels were 2.5-fold higher in G9a mutants at steady state compared to controls (G9a mutants = 19.75 ngu, controls = 7.73 ngu, *p* < 0.0001, Fig 6A), glycogen stores got depleted at a much higher, exponential rate (−0.99 ngu/h) in G9a mutants, reaching values lower than in controls after 12 h of OS. These differences in glycogen metabolism might be mediated through posttranslational modifications rather than transcriptional changes, since mRNA levels of glycogen regulators were overall not significantly different in G9a mutants versus controls (Fig 5 and S7 Fig).

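The glycogen phosphorylase gene *Glyp* (FBgn0004507) had 15377 ± 713, 15579 ± 676 and 13742 ± 239 normalized counts in controls and 12073 ± 389, 11898 ± 656 and 9754 ± 249 in G9a mutants at 0, 6 and 12 h. Its log2 fold change of mutants over controls was -0.35 at 0 h (limma adjusted p = 7.1e-04) and -0.49 at 12 h (limma adjusted p = 1.8e-05), inside the fold threshold at both. Over the lists of Fig 5B and 5C, the genotypes at 12 h differed by a median of -0.49 for glycogen breakdown (fry adjusted p = 2.7e-04) and -0.40 for glycogen synthesis (fry adjusted p = 1.8e-04), each over 3 genes.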

**Fig 6:**
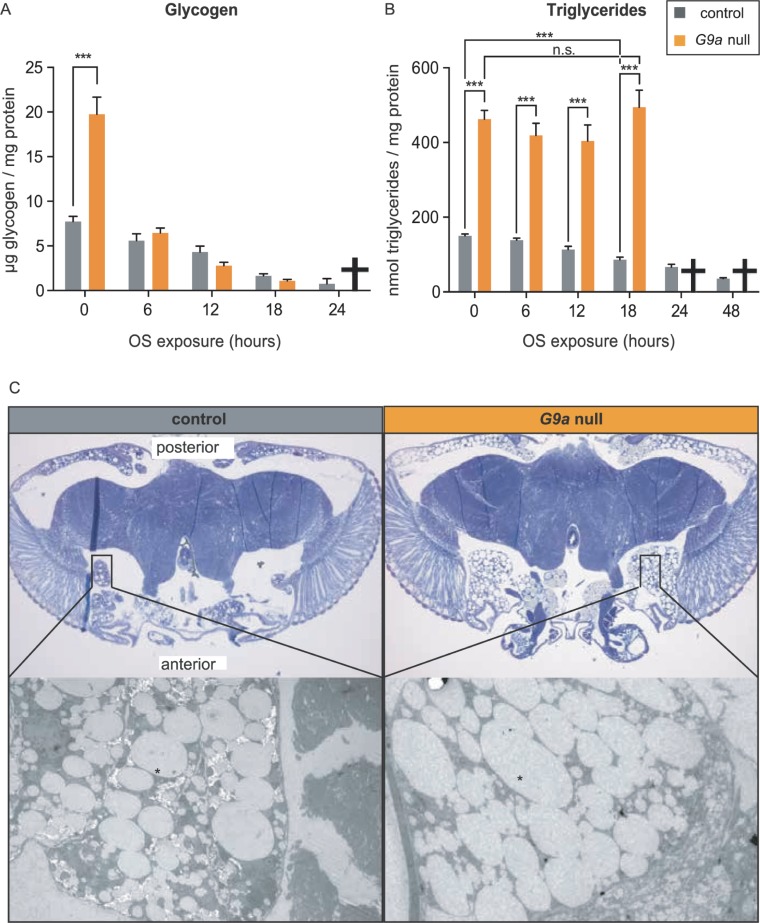
Altered energy stores and accelerated energy consumption in G9a mutants during OS exposure. (A) Glycogen and (B) triglyceride levels in G9a mutants and controls over a time course of OS exposure. Bar graphs showing mean values and SEMs were generated using Graphpad, and *p*-values were obtained using multiple *t* tests with FDR correction. ***p < 0.001; n.s., *p* > 0.05. Metabolites could not be measured for the G9a mutants at 24 and 48 h time points, as the vast majority of flies had died (indicated by a cross). (C) Images from toluidine blue–stained sections of G9a mutant and controls heads obtained using bright-field 10× magnification (top) and scanning electron (bottom) microscopy. Fat body tissues (black rectangle) lateral anterior and posterior are enlarged in G9a mutants. Electron microscopy sections show lipid droplets (indicated by star), which are larger in G9a mutants than in controls. The numerical data depicted in this figure can be found in S5 Data. FDR, false discovery rate; n.s., not significant; OS, oxidative stress.

Similar to glycogen energy stores, triglyceride levels were also highly increased in G9a mutants at steady state when compared to controls (G9a mutants = 462.81 normalized triglyceride units [ntu], controls = 150.06 ntu, *p* < 0.0001, Fig 6B). Upon OS exposure, triglyceride levels gradually decreased in control flies at a rate of −4.68 ntu/h (controls 0 h versus 18 h, *p* < 0.001). In contrast, triglyceride levels in the G9a mutants did not decrease during OS exposure (Fig 6B). In agreement with the measured high triglyceride levels in G9a mutants, histological sectioning revealed that G9a mutant heads, in comparison to controls, presented with a striking increase in overall pericerebral fat body size and in lipid droplet diameter (Fig 6C). Thus, G9a mutant heads showed a dramatic increase in steady-state energy stores and showed altered use of these stores during the OS response. This is consistent with the observed misregulation of genes involved in lipid metabolism in G9a mutants at steady state and during OS exposure (Fig 5, S6 and S7 Figs).

We asked whether the observed differences of energy stores between G9a mutants at steady state and during OS exposure are due to differences in feeding. We found that G9a mutants have normal food intake; they eat neither more at steady state nor less upon OS exposure, as could be expected in light of increased steady-state energy stores and quickly declining glycogen (S8 Fig). Taken together, these data show that *G9a* mutants rapidly used up glycogen during the OS response, and they failed to mobilize triglycerides. The data also indicate that the observed differences in energy stores result from transcriptional and metabolic dysregulation that occurs despite normal food intake.

### G9a is required for proper OS response in tissues that regulate energy homeostasis

Because the results above revealed abnormal energy consumption and metabolic dysregulation in G9a mutants, we investigated the role of G9a in tissues regulating energy homeostasis. We performed tissue-specific knockdown of G9a in fat body tissue using the *lsp2-Gal4* driver, in insulin-secreting cells using the *dilp2-Gal4* driver, and in all neurons using the *elav-Gal4* driver (Fig 7A and 7B and S9 Fig). The *Drosophila* fat body is the main organ for energy storage and important for energy homeostasis during growth and development as well as in immediate energy release in response to environmental stressors such as starvation, infection [16], and OS [3,29]. G9a knockdown in the fat body reduced survival upon OS, demonstrating a crucial function of G9a in fat body tissue during OS induction by paraquat (Fig 7A). *Drosophila* insulin-like peptide 2 (dilp2) neurons have a neuroendocrine function and are responsible for orchestrating hormonal regulation of energy storage and release via secretion of dilps, which act on fat body, muscles, gut, and other organs involved in uptake, storage, synthesis, and release of energy [30]. Decreasing G9a levels in dilp2-expressing neurons also resulted in reduced OS resistance (Fig 7B). In contrast, panneuronal knockdown using *elav-Gal4* did not have an effect (S9 Fig), possibly because *elav*-driven Gal4 is not as strongly expressed as *dilp2*-driven Gal4 in dilp2-expressing neurons. Taken together, the data suggest that G9a safeguards energy homeostasis during OS in tissues with a known role in mediating organismal energy homeostasis.

**Fig 7:**
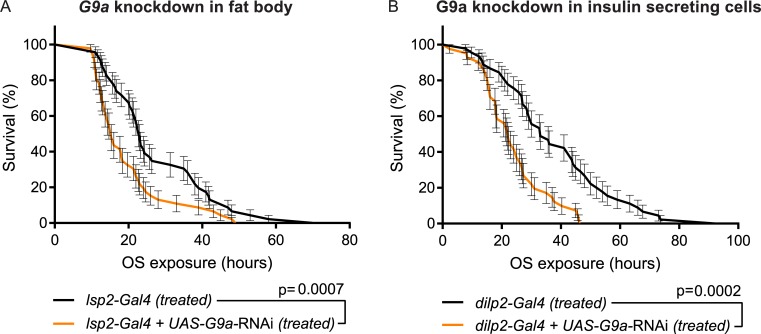
Tissue-specific requirement for G9a in OS response. Kaplan-Meier survival curves comparing G9a-knockdown flies to controls. Knockdown was targeted to (A) fat body and (B) dilp2-expressing cells. (A) Survival curves of flies with fat body–specific G9a knockdown (*lsp2-Gal4* + *UAS*-*G9a*-RNAi) and controls (*lsp2-Gal4*) (median survival time: *lsp2-Gal4* + UAS-*G9a*-RNAi, 15 h, *n* = 46 versus *lsp2-Gal4*, 23 h, *n* = 46; *p* = 0.0007). (B) Survival curves of flies with insulin-secreting cell-specific *G9a* knockdown (*dilp2-Gal4* + *UAS*-*G9a*-RNAi) and controls (*dilp2-Gal4*) (median survival time: *dilp2-Gal4* + *UAS*-*G9a*-RNAi, 22 h, *n* = 41 versus *dilp2-Gal4*, 33 h, *n* = 45; *p* = 0.0002). Fat body–or insulin-secreting cell–specific drivers were combined with a *UAS-G9a* RNAi construct (*lsp2-Gal4* + *UAS-G9a-RNAi* [A], *dilp2-Gal4* + *UAS-G9a RNAi* [B]) to repress *G9a* expression in a tissue/cell-specific manner or crossed to the isogenic background of the RNAi lines to generate the isogenic controls. Survival curves showing percent survival and SE over time were plotted using Graphpad, and *p*-values were obtained using the Gehan-Breslow-Wilcoxon test. All experiments were independently replicated at least three times. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress; RNAi, RNA interference; SE, standard error.

### Energy availability is a key determinant of OS resistance

Finally, we asked whether energy could be a limiting factor for survival in our paraquat-induced OS regime and whether abnormal energy consumption in G9a mutants underlies their premature death in response to OS. We addressed these questions by manipulation of glucose availability in G9a mutant and control animals.

First, we provided a high dose of glucose as an immediately accessible energy source (Fig 8A). This high-sugar diet restored survival of G9a mutants to control levels (G9a null versus G9a null high sugar, *p* < 0.0001; controls versus G9a null high sugar, *p* = 0.885) while also extending the survival of controls (controls versus controls high sugar, *p* > 0.0001 (Fig 8A). In contrast, when flies were provided a high-protein diet, no improvement of survival in G9a mutants or controls was observed (Fig 8B). Improved OS resistance in response to a high-sugar diet in G9a mutants and controls suggests that energy availability is generally a limiting factor in OS resistance. To directly address if limiting energy availability affects OS resistance, we determined survival of flies with ubiquitous knockdown of glycogen phosphorylase (GlyP), the rate-limiting enzyme responsible for glycogen breakdown into glucose. Ubiquitous GlyP RNAi knockdown resulted in a 66% reduction in *GlyP* mRNA (Fig 8C) and caused partial lethality. The surviving GlyP-knockdown adults recapitulated the reduced OS tolerance of G9a mutants (Fig 8D). Taken together, these data show that access to energy stores is a limiting factor in resistance to OS exposure. G9a mutants, which are characterized by a perturbed metabolic response to OS resulting in a net reduction of available energy, show reduced OS resistance.

**Fig 8:**
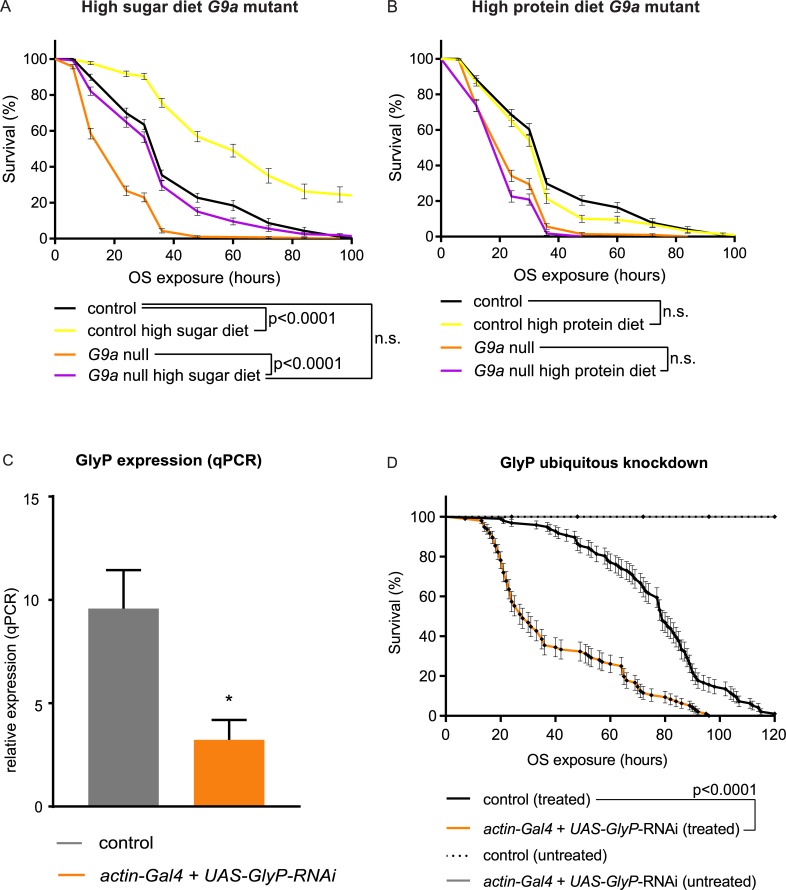
OS-mediated survival defects of G9a mutants can be rescued by a high-sugar diet and are recapitulated by inhibition of glycogen breakdown. (A, B) Survival curves of G9a mutants and controls fed or not with a high-sugar (A) or high-protein (B) diet during OS exposure. (C) *GlyP* relative expression in ubiquitous GlyP-knockdown flies (*actin-Gal4* + *UAS*-*GlyP*-RNAi) and controls (*actin-Gal4*), as determined by qPCR. To generate these flies, the ubiquitously expressed actin driver was combined with a *UAS*-*GlyP* RNAi construct (*actin-Gal4* + *UAS-GlyP-*RNAi) to knock down *GlyP* expression or crossed to the isogenic background of the RNAi construct to generate the isogenic control (*actin-Gal4*). (D) Survival curves of *GlyP* ubiquitous knockdown flies and controls (*actin-Gal4*, treated) upon paraquat-induced OS (treated) or untreated. Genotypes are as in (C). Median survival time *actin-Gal4* + *UAS*-*GlyP*-RNAi (treated): 28 h, *n* = 96 versus *actin-Gal4* (treated) 79 h, *n* = 96; *p* < 0.0001. Survival curves showing percent survival and SE over time were plotted using Graphpad, and *p*-values were obtained using the Gehan-Breslow-Wilcoxon test. The numerical data depicted in this figure can be found in S5 Data. GlyP, glycogen phosphorylase; n.s., not significant; OS, oxidative stress; qPCR, quantitative PCR; RNAi, RNA interference; SE, standard error.

## Discussion

In this study, we found that G9a mutants show reduced survival upon OS exposure and investigated the underlying transcriptional and physiological mechanisms. Transcriptional profiling revealed that the largest group of DE genes are highly augmented upon OS induction in the G9a mutant (41.7% of all DE genes, Group 3, Fig 2B). The second largest group of DE genes (23.9% of all DE genes, Group 5, Fig 2B) were more down-regulated in G9a mutants in response to OS. Genes that are overactivated in G9a mutants are predominantly involved in OS response and OS-mediated damage, whereas genes that are down-regulated in G9a mutants are involved in energy metabolism.

Analyses of OS markers revealed that G9a mutants were able to cope with the OS challenge, since ROS levels and OS-mediated damage were not increased in G9a mutants (Fig 4), and antioxidant supplementation did not rescue G9a mutant survival during OS (S5 Fig). Instead, G9a mutants showed abnormal energy use during OS exposure that was characterized by a rapid depletion of glycogen stores and by a failure to mobilize triglycerides (Fig 6). Death of the mutant population coincided with exhausted glycogen stores and was rescued effectively by supplying an immediately available energy source, glucose (Fig 7). Moreover, we found that energy stores also declined in control animals in response to the applied OS regime and that survival of controls also improved upon glucose supplementation, suggesting that energy availability in general is a limiting factor in OS resistance. In support of this, we demonstrated that directly limiting access to glycogen stores through knockdown of GlyP, the rate-limiting enzyme in glycogen mobilization, also causes OS sensitivity. Together, our data suggest that G9a safeguards appropriate transcriptional and metabolic responses to OS to ensure that optimal energy recourses are available to fuel the stress response.

### Mechanistic basis of OS susceptibility in G9a mutants

We propose that three mechanisms may contribute to increased OS susceptibility in G9a mutants: (1) inaccessible fat stores, (2) inefficient use and thus accelerated wasting of glycogen, and (3) an overactivated transcriptional response to OS that will consume additional energy.

At steady state, expression of the lipid phosphatases *CG11437* and *CG11438*, which are important for triglyceride synthesis, are up-regulated in G9a mutants (Fig 5K and S4B, S6 and S7 Figs). Furthermore, expression of *heimdall* and *bubblegum*, two important enzymes in charge of breaking down triglyceride long-chain fatty acids, are down-regulated in G9a mutants (Fig 5H and S4B, S6 and S7 Figs). These findings may account for the identified high triglyceride stores and increased abundance and size of fat body lipid droplets in G9a mutants at steady state (Fig 6B and 6C). 

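At 0 h, *CG11437* (FBgn0037165) had 16.9 ± 3.23 normalized counts in controls and 46.0 ± 0.0718 in G9a mutants, a log2 fold change of 1.40 (standard error 0.41, limma adjusted p = 0.026), and *CG11438* (FBgn0037164) had 41.9 ± 8.39 and 136 ± 1.36, a log2 fold change of 1.69 (standard error 0.18, limma adjusted p = 3.4e-05). Without any one of the 4 libraries of 0 h, the adjusted p of *CG11437* was above 0.05, at log2 fold changes of 1.22 and 1.59 without control replicate 1 and 2 and 1.40 without either mutant replicate. At 12 h of OS exposure the difference of the responses was -2.65 for *CG11437* (limma adjusted p = 0.0050) and -0.79 for *CG11438* (limma adjusted p = 0.034). The latter call was lost without a minimum count, with only the libraries of the comparison, under DESeq2, and without control 0 h replicate 2 (-0.58), control 12 h replicate 1 (-0.67), mutant 0 h replicate 1 (-0.78), mutant 0 h replicate 2 (-0.80) or mutant 12 h replicate 2 (-0.69).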

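For *bgm* (FBgn0027348, bubblegum), normalized counts at 0 h were 3096 ± 7.27 in controls and 1211 ± 143 in G9a mutants, a log2 fold change of -1.36 (standard error 0.12, limma adjusted p = 1.2e-05). No ID could be paired with heimdall, so no value is given under that name.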

*Heimdall* and *bubblegum* expression levels remain low in G9a mutants during OS exposure, whereas in controls *heimdall* is strongly induced, which could explain the defect in lipid mobilization during the OS response. 

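*bgm* had 2013 ± 31.3 and 1128 ± 56.0 normalized counts in controls at 6 and 12 h of OS exposure and 188 ± 7.59 and 149 ± 32.9 in G9a mutants. The log2 fold change of mutants over controls was -3.41 at 6 h and -2.93 at 12 h (limma adjusted p = 1.2e-08 and 1.1e-08). From 0 to 12 h it fell in both genotypes, by log2 fold changes of -1.46 in controls and -3.03 in mutants, and the difference of the responses was -1.57 (limma adjusted p = 4.1e-05).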

Three transcription factors are known to bind to both *heimdall* and *bubblegum* cis-regulatory elements (dorsal, kruppel, and medea [31]), but none of them has been linked to G9a, and in general little is known about G9a’s sequence-specific cofactors.

Whereas triglycerides remain inaccessible in G9a mutants, we observed a rapid exhaustion of glycogen stores, suggesting that there is a high energy demand during the OS response. Depletion of glycogen stores during OS exposure has been reported previously [32]. Energy is needed for the rapid production and activity of ROS protective enzymes. In the absence of G9a, ROS protective enzymes are overactivated (Fig 3). Our data argue that this inappropriate scaling of the transcriptional response to OS causes an additional energy demand in G9a mutants that is exacerbated by their deficiency in triglyceride breakdown, resulting in early death due to lack of available energy. Some of the overactivated genes, such as *GstE1*, *Prx2450-1*, *Cat*, and *Ldh*, were previously identified as targets for G9a-mediated H3K9me2. This suggests that this epigenetic modification might serve to buffer stress-induced gene activation, as we have previously observed in the response to viral infection [16]. However, these epigenetic differences were identified originally in whole larvae, and it remains to be seen if chromatin changes are also present in G9a mutant heads or in other specific tissues/cells that we identified to be important, such as the fat body or dilp2-expressing neurons.

Our data further indicate that G9a mutants may suffer from an OS-induced metabolic shift resulting in energy wasting, known as the Warburg effect or aerobic glycolysis [33]. The rapid use of glycogen (Fig 6A) and the highly increased expression of *Ldh* in *G9a* mutants under stress conditions (Fig 5M) are consistent with this metabolic state that is often seen in tumors, in which all energy is derived from glycolysis rather than from mitochondrial oxidative phosphorylation, despite the presence of oxygen. Under these conditions the main product of glycolysis, pyruvate, is converted to lactate by Ldh, a process that produces energy quickly but less efficiently than mitochondrial oxidative phosphorylation.

### G9a functions as protective factor in various stress responses

Recently, it was suggested that G9a is required for optimal survival in response to starvation in *Drosophila* [17]. An and colleagues [17] proposed that the role of G9a is highly specific for this type of stress, as they were unable to detect susceptibility of G9a mutants to heat stress and observed no difference in survival time upon exposure to 10 mM paraquat when compared to controls. In contrast, we demonstrate the importance of G9a in the transcriptional and physiological response to OS and have previously provided evidence for G9a’s role in the response to virus infections [16]. In addition, we have observed that G9a-deficient flies are sensitive to several stresses in addition to paraquat, including the alternative potent OS-inducing agent MSB (S1B Fig) and other stressors such as heat stress (S10A Fig) and cold shock (S10B Fig). Our observations are supported by several recent cell culture studies indicating the importance of G9a in hypoxia resistance during the rapid proliferation of cancer cell lines [14,15]. Thus, in contrast to previous conclusions [17], it appears that *Drosophila* G9a has a protective function in response to multiple different types of stress. Another recent study has shown that G9a mutants show increased resistance to starvation on agar media [34], which is consistent with our own findings (S10C Fig) and makes sense in light of the increased steady-state energy stores. The inconsistencies with An and colleagues [17] might arise from methodological differences that were employed by the authors, such as the use of high temperature (29°C) in combination with using filter paper during starvation assays, as opposed to agar media. It is conceivable that these conditions might result in confounding factors such as dehydration.

Here, we report reduced survival of two G9a-null mutants and G9a RNAi-mediated knockdown flies upon exposure to 50 mM paraquat, which induces lethality within 48 h (Fig 1). An and colleagues concluded that G9a is not important for OS resistance. Their applied level of OS using 10 mM paraquat appears to be mild, as flies survived for up to 20 d [17]. This may suggest that G9a is particularly essential to defeat high levels of OS, which may be supported by our observation that G9a was not required for OS resistance when exposed to 5% H_2_O_2_ (S10D Fig), a milder OS agent than paraquat. It is also compatible with our finding that G9a mutants are well able to combat ROS and oxidative damage, even under high OS as tested in our study, and that decreased OS resistance results from energy shortage. An and colleagues also observe that G9a mutants have a higher level of glycogen in steady-state conditions, which is rapidly depleted in response to starvation. They did not observe increased triglycerides in G9a mutant flies, nor did they observe an inability to access these stores in response to starvation, findings for which we provided evidence both in histology as well as in metabolite assays (Fig 6). Although the discrepancy at steady state may relate to the different G9a mutant that they have utilized, triglyceride usage in G9a mutants may also be specific to the type of stress. Taken together, these studies suggest that G9a is involved in a complex metabolic response to multiple types of environmental stress.

### Potential relevance of the identified transcriptional and metabolic dysregulation to human disease

Recent studies have shown that G9a dampens expression of target genes regulating hypoxia, tumor suppression, autophagy, and angiogenesis, making it an attractive target to interfere with cancer progression [14,15]. Of note, mutations in the *G9a* orthologue *EHMT1* in humans cause Kleefstra syndrome, a neurodevelopmental disorder that is characterized by intellectual disability and autism [24,35] and that also shows neurodegenerative features [36]. Whether the disorder is characterized by increased cancer resistance and/or metabolic defects is unknown, but increased frequency of obesity has been reported as a feature of Kleefstra syndrome [37,38]. Combined loss of *Drosophila heimdall* and *bubblegum*, the two key enzymes of triglyceride long-chain fatty acid breakdown that we found to be highly down-regulated in G9a mutants, causes neurodegeneration [39], raising the possibility that equivalent metabolic mechanisms could underlie neurodegenerative features of Kleefstra syndrome [36]. Our data propose metabolic dysregulation as a novel hypothesis about the mechanisms underlying physiological and pathological aspects of Kleefstra syndrome, meriting novel lines of clinical investigation.

In conclusion, we have identified a role for *Drosophila* G9a in the transcriptional and metabolic response to systemic OS exposure. These findings were obtained by feeding adult *Drosophila* a lethal dose of paraquat. Paraquat has been used as a herbicide in agriculture and adverse effects on health due to chronic exposure are well studied in humans [40]. Although our experimental conditions do not mimic the environmental exposure in human populations, it has allowed us to identify the mechanistic role of G9a as a generally protective factor in the organismal response to environmental stress.

## Materials and methods

### Fly stocks and maintenance

Flies were reared on standard medium (cornmeal/sugar/yeast) at 25°C and 70% humidity on a 12 h light/dark cycle. Flies were reared at 28°C and 60% humidity for tissue-specific G9a RNAi-mediated knockdown. *G9a*^*DD1*^ and *G9a*^*DD2*^ mutants were generated previously by P-element excision [22]. Although both mutants show undetectable G9a protein by western blot, *G9a*^*DD2*^ shows slightly milder phenotypes than *G9a*^*DD1*^ [22], indicating that *G9a*^*DD2*^ may be a strong hypomorph rather than a G9a-null allele. A precise transposon excision line has been generated in the same genetic background and served as a control for *G9a*-null mutants in all experiments. After verification of OS survival in *G9a*^*DD1*^ and *G9a*^*DD2*^ (Fig 1A and S1A Fig), we continued further experiments using *G9a*^*DD1*^, referred to as G9a-null mutant throughout the paper. The following driver lines were obtained from the Bloomington *Drosophila* stock center (Indiana University) *actin-Gal4*, *lsp2-Gal4*, *dilp2-Gal4*: *yw; actin-Gal4/CyO* (BL4414), *yw;; lsp2-Gal4* (BL6357), *w*^*1118*^*; dilp2-Gal4/CyO* (BL37516). The driver *w*^*1118*^*; UAS-Dicer-2/CyO GFP; elav-Gal4/TM6C* was assembled in house. To generate the G9a- and GlyP-knockdown progenies and their isogenic controls, the drivers were crossed to the *UAS-G9a-RNAi* (*w*^*1118*^*; UAS-G9a-RNAi/CyO* [VDRC25474]) and *UAS-GlyP-RNAi* (*w*^*1118*^*; UAS-GlyP-RNAi/CyO* [VDRC27928]) lines and to the isogenic background of the two RNAi lines (*w*^*1118*^ [VDRC60000]). VDRC25474, VDRC27928, and VDRC60000 lines were obtained from the Vienna Drosophila Resource Center (VDRC).

### Paraquat exposure and sample collection

Flies were collected after eclosion and allowed to recover from CO_2_ exposure for 5 d prior to paraquat exposure. Paraquat (Methyl viologen dichloride hydrate 98%; Sigma 856177) was mixed into the fly food at 40°C to a final concentration of 50 mM. For OS induction, 5–9 d old flies were transferred to paraquat-containing food and incubated at 25°C and 70% humidity. At each time point, flies were flash frozen in liquid nitrogen followed by vortexing and filtering through a series of sieves to isolate heads from other body parts. Fly heads were used for RNA extraction and metabolic measurements.

### Paraquat survival assay

TriKinetics *Drosophila* Activity Monitors (DAM2) were used to quantify survival during paraquat exposure. Flies (5–9 d old) were allowed to recover from CO_2_ exposure for 5 d. They were transferred by aspiration into 5 mm diameter tubes containing normal food or food supplemented with 50 mM paraquat and incubated at 25°C and 70% humidity. Raw activity monitor files were processed using DAMFileScan110 software (TriKinetics). Monitor counts were binned per hour, and time of death was determined when counts reached zero. Survival curves showing mean survival over time were plotted using Graphpad Prism. *p*-Values were obtained using the Gehan-Breslow-Wilcoxon test. Experiments were repeated at least three times.

### Quantification of food intake

Food intake was quantified using the automated, high-resolution behavioral-monitoring system flyPAD [41]. Fully fed individual male flies were placed in flyPAD arenas for 1 h with standard food containing 1% agarose and 50 mM paraquat, following 0, 6, or 12 h of paraquat treatment. Total number of sips, previously shown to be the most reliable measure of food intake [41], was used.

### Treatment and analysis of responses to other stressors

For heat stress, two groups of 20 flies in standard food vials were put in a water bath at 37°C. For cold shock, five groups of 20 flies in empty vials were put in a salt brine ice bath at −5°C for 1 h and moved to standard food vials for recovery. For MSB (Sigma M5750), flies were exposed to 75 mM MSB-containing food. For starvation, 16 individual flies per genotype were transferred into vials containing 1% agar. For H_2_O_2_, five groups of 20 flies were put on fly food containing 5% H_2_O_2_. Survival was monitored manually or using DAM activity monitors (Materials and methods subsection Paraquat survival assay). During all stress assays except heat stress, survival was monitored at 25°C and 70% humidity. All experiments were repeated at least twice. Survival curves showing percent survival over time were plotted using Graphpad, and *p*-values were obtained using the Gehan-Breslow-Wilcoxon test.

### High-sugar and high-protein diet

Food was prepared with four-times-increased sugar dose (440 g/liter) or two-times-increased dry baker’s yeast (56 g/liter) to obtain a high-sugar or high-protein diet, respectively. Flies were transferred to vials containing either of these diets and 50 mM paraquat and monitored for survival. Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon statistical test. Experiments were repeated three times.

### Antioxidant treatment

Standard food was prepared, and paraquat was added to a final concentration of 50 mM. Then, 0.5 mM vitamin E (α-Tocopherol, Sigma 258024) and 0.25 mM reduced glutathione (L-Glutathione, Sigma G4251) were added to paraquat-containing food, and flies were subsequently monitored for survival. Survival curves showing percent survival over time were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon statistical test. Experiments were repeated two times.

### RNA-seq and data analysis

RNA was extracted from 200 fly heads per sample using QIAGEN lipid mini tissue kit. The TruSeq RNA Sample Preparation Kit (Illumina) was used to prepare adapter ligated PCR fragments for sequencing. In brief, mRNA was purified from total RNA and fragmented. The cleaved mRNA was primed with random hexamers and reverse transcribed into first-strand cDNA. The RNA template was then removed, and a replacement, complementary strand was generated. The ends of the double-stranded cDNA were repaired and adenylated. Then, sequencing adapters were ligated to the prepared cDNA. PCR was used to selectively enrich the fragments containing the adapters. The PCR fragments were validated using Agilent 2200 TapeStation. Single indexed samples were multiplexed and sequenced on an Illumina HiSeq 2500 sequencing system in single-end mode with a read length of 30 bp. Quality of sequenced reads was assessed with FastQC. The RNA-seq experiments were conducted on two biological duplicates for each condition. Sequenced reads were aligned with the Burrows-Wheeler algorithm (BWA) [42] to the *Drosophila* reference genome (BDGP 5), and per-gene read counts were generated with HTSeq count [43]. A total of 25–30 million reads with high-quality alignment were obtained for each sample and used for differential expression analysis (S1 Data). DESeq [25] was used to obtain library size–normalized read counts and to generate heatmap and principle component plots. DE genes (fold change ≥ 1.5, adjusted *p*-value ≤ 0.05, Benjamini-Hochberg) were identified using DESeq in seven pairwise comparisons: control 0 h versus 6 h, control 0 h versus 12 h, G9a mutant 0 h versus 6 h, G9a mutant 0 h versus 12 h, G9a mutant versus control 0 h, G9a mutant versus control 6 h, and G9a mutant versus control 12 h after OS exposure (Fig 2, S3 Fig and S2 Data). The RNA-seq data are available at the NCBI Gene Expression Omnibus under series accession number GSE110240.

### RT-qPCR

RNA was isolated from fly heads in triplicate using the RNeasy Lipid Tissue Mini Kit (QIAgen), with DNase treatment, and cDNA synthesis was performed using iScript Reverse Transcription Supermix or the SensiFAST cDNA Synthesis Kit (Bioline). RT-qPCR was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems) and the BioRad CFX 384 with the GoTaq Green Master Mix (Promega) or SensiFAST SYBR No-Rox kit. Expression of target genes was normalized to transcript levels of the reference genes *betacop*, *gamma-tubulin 23C*, and *eIF2*. Detections of GlyP RNAi-mediated knockdown was done as previously described [44]. All primers (S4 Data) were validated for efficiency according to standard procedures.

### Clustering and GO

Clustering was performed using the PAM algorithm [26]. DE genes were clustered based on log2 fold changes in the four different pairwise comparisons. GO analysis was performed on the five principle groups (Fig 2C) using Panther (http://pantherdb.org/) [45] with all *Drosophila* genes as the background and with Bonferroni-corrected *p*-values. Annotation of enzymes involved in ROS (Fig 3) and metabolic pathways (Fig 5) is based on GO as well as manual annotation of known enzymes involved in these processes. A complete list of genes and gene expression values for the different ROS and metabolic pathway groups shown in Figs 3 and 5 is provided as S3 Data.

### Metabolite analysis

Groups of 20 fly heads in triplicate were used for metabolic measurements. H_2_O_2_, lipid peroxidation, and triglyceride and glycogen levels were measured using H_2_O_2_ colorimetric assay (K265), lipid peroxidation (MDA) colorimetric assay (739), triglyceride quantification colorimetric assay (K622), and glycogen colorimetric assay kit II (K648), respectively, according to the manufacturer’s protocols (BioVision). Protein level was measured in parallel for each sample using Pierce BCA Protein Assay Kit, and metabolite levels were normalized to total protein content. Bar graphs showing mean values and standard error of the means (SEMs) were generated using Graphpad, and *p*-values were obtained using multiple *t* tests followed by FDR correction according to Benjamini, Krieger, and Yekutieli.

### Microscopy sample preparation and imaging

Fly heads were collected in 2% glutaraldehyde buffered with 0.1 M sodium cacodylate (pH 7.4), postfixed in 1% osmium tetroxide in Palade buffer (pH 7.4) with 0.5% potassium hexacyanoferrate(III)-trihydrate and after dehydration in ethanol and propylene oxide. Drops of 5% triton X-100 in PBS were added to decrease surface tension. Heads were embedded in EPON epoxy resin and fixed at 50°C overnight. Embedded fly heads were cut transversally with a microtome blade to the plane where optical lobes connect to the central brain, for consistency between sections. For light-microscopy imaging, semithin slices (1 μm) were cut and subsequently stained with toluidine blue, and images were captured at 10× magnification using an Axioskop 2 plus microscope. For scanning electron microscopy images, ultrathin sections (±80 nm) are made and contrasted with 6% uranyl acetate and lead citrate solutions. Images were captured on a JEOL 6310 SEM.

## Supporting information

S1 Fig G9a mutants show reduced survival to OS. (A) Survival curves of *G9a*^*DD2*^ mutants and controls upon paraquat-induced OS exposure (treated) show reduced survival in *G9a*^*DD2*^ mutants (median survival time: *G9a*^*DD2*^ mutants, treated: 48 h, *n* = 57; versus control, treated, 72 h, *n* = 57; *p* < 0.0001). G9a mutants and controls show normal longevity without OS exposure (untreated) during the time course of the experiment (*G9a*^*DD2*^, untreated *n* = 118; control, untreated: *n* = 118). Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon statistical test. (B) Survival curves of G9a-null mutants and controls upon MSB-induced OS exposure show reduced survival in G9a mutants (median survival time: *G9a*^*DD1*^ mutants, treated: 33 h, *n* = 80; versus control, treated, 58 h, *n* = 80; *p* < 0.0001). Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon statistical test. The numerical data depicted in this figure can be found in S5 Data. MSB, menadione sodium bisulfide; OS, oxidative stress; SE, standard error.
(EPS) Click here for additional data file.

S2 Fig Comparison of mRNA expression profiles (RNA-seq) from G9a mutants and controls during OS exposure. (A) Heatmap shows Euclidean sample-to-sample distances of RNA-seq OS samples, using normalized count data. Phylogenic tree on top of the figure shows Euclidean distance of OS samples; corresponding sample names are shown at the bottom. The color key indicates correlation coefficient of one sample (y-axis) to the other sample (x-axis). DESeq-normalized reads per gene obtained from RNA-seq were compared between samples. (B) Principal component analysis showing the clustering of biological replicates in the two largest components contributing to sample variance. OS sample conditions are shown on top of the figure, and corresponding dots represent variance of individual samples compared to all other samples. Note that the two control sample data points (in red) are overlapping. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress; RNA-seq, RNA sequencing.
(EPS) Click here for additional data file.

S3 Fig G9a mutants show highly augmented transcriptional response of genes regulating stress defenses and metabolism (alternative comparison). This figure shows an alternative analysis approach to Fig 2. Here, expression values of the *G9a*^*DD1*^ mutants are compared to the controls at the different time points. (A) Partitioning around medoids clustering of differentially expressed genes based on log2 fold change values obtained from differential expression analysis in alternative three pairwise comparisons. (B) Heatmap and boxplots of log2 fold changes of differentially expressed genes combined into five principle groups derived from clusters with similar patterns of differential expression. The five principle groups show up-regulation in G9a mutants under all OS conditions (group 1, clusters 1–3), down-regulation in G9a mutants under all OS conditions (group 2, clusters 4–6), up-regulation in G9a mutants only after 6 and 12 h OS (group 3, clusters 7 and 8), up-regulated in G9a mutants at 0 h OS and down regulated in G9a mutants after OS exposure (group 4, clusters 9 and 10), and more down-regulation in G9a mutants after OS exposure (group 5, clusters 11 and 12). The number of genes in each group is indicated. (C) Gene ontology analysis showing the top enriched biological processes sorted by adjusted (Bonferroni-corrected) *p*-value in each of the five principal groups, indicating enrichment in stress response genes (highlighted in yellow) and metabolic genes (highlighted in brown). The numerical data depicted in this figure can be found in S5 Data.
(EPS) Click here for additional data file.

S4 Fig Validation of ROS and metabolic RNA sequencing expression values by qRT-PCR. (A) Bar graph of differentially expressed genes in G9a mutants and control involved in ROS or metabolic pathways during 0, 6, and 12 h OS exposure. Bars show log2 fold change values with SEM, and *p*-values are obtained using two-way ANOVA. (B) qPCR validation of a set of metabolic genes; bars show log2 fold change values with SEM, and *p*-values are obtained using Student *t* test. *p = 0.01; **p = 0.001; ***p = 0.0001; ****p < 0.0001; n.s., *p* > 0.05. (C) Scatterplot showing a strong correlation between log2 fold change values obtained from RNA sequencing (y-axis) and qRT-PCR (x-axis). Linear regression value is 0.85, and Pearson correlation value is 0.92. The numerical data depicted in this figure can be found in S5 Data. n.s., not significant; OS, oxidative stress; qRT-PCR, quantitative real-time PCR; ROS, reactive oxygen species.
(EPS) Click here for additional data file.

S5 Fig No improvement of the OS-induced *G9a* survival deficiency by antioxidant treatments. (A, B) Survival curves show of G9a mutants and controls fed with vitamin E (0.5 mM) (A) or GSH (0.25 mM) (B) during OS exposure. (A) Vitamin E–treated G9a mutants (G9a null Vitamin E) and controls (control Vitamin E) show no improvement compared to only paraquat-treated flies. (B) GSH-treated G9a mutants (G9a null GSH) and controls (Control GSH) show no improvement compared to only paraquat-treated flies. Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon test. The numerical data depicted in this figure can be found in S5 Data. GSH, glutathione; OS, oxidative stress; SE, standard error.
(EPS) Click here for additional data file.

S6 Fig G9a mutants show dysregulation of triglyceride synthesis and lipid breakdown genes at steady state and during OS exposure. Boxplots showing log2 fold changes for selected groups of genes encoding enzymes involved in (A) triglyceride synthesis and (B) fatty acid beta oxidation. Genes *CG11437* and *CG11438* (red circles) as well as *bubblegum* (blue) and *heimdall* (green) are highlighted as highly dysregulated genes (circles and arrows). The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress.
(EPS) Click here for additional data file.

S7 Fig Gene expression changes in metabolic pathways in G9a mutants during OS exposure. (A-K) Boxplots showing log2 fold changes for selected groups of genes encoding enzymes involved in glycogen breakdown (A), glycogen synthesis (B), gluconeogenesis (C), glycolysis (D), pyruvate dehydrogenases (E), citric acid cycle (F), fatty acid beta oxidation (G), ketogenesis (H), ketolysis (I), triglyceride synthesis (J), and mitochondrial oxidative phosphorylation (K). Fold changes were derived from the following pairwise comparisons: G9a mutant versus control at 0 (beige), 6 (orange), and 12 h (dark orange) of OS. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress.
(EPS) Click here for additional data file.

S8 Fig G9a mutants have normal food intake both at steady state and during OS exposure. Food intake is indicated as the cumulative number of total sips, as measured using the FlyPAD assay, at 0, 6, and 12 h of OS. *p*-Values are obtained using 2-way ANOVA; n.s., *p* > 0.05. The numerical data depicted in this figure can be found in S5 Data. n.s., not significant; OS, oxidative stress.
(EPS) Click here for additional data file.

S9 Fig Panneuronal G9a knockdown does not significantly affect survival during OS. Survival curves of panneuronal G9a knockdown (*UAS-dicer2*; *elav*-Gal4 + *UAS-G9a-*RNAi) during OS exposure does not result in a significant reduction of survival compared to the controls (*UAS-dicer2*; *elav-Gal4*) (median survival time: *UAS-dicer2; elav-Gal4* + UAS-*G9a*-RNAi, 24 h, *n* = 32 versus *UAS-dicer2; elav-Gal4*, 23.5 h, *n* = 32; *p* = 0.071). The panneuronally expressed elav driver was combined with a *UAS-G9a* RNAi construct (*UAS-dicer2*; *elav-Gal4* + *UAS-G9a-*RNAi) to knock down G9a expression or crossed to the isogenic background of the RNAi construct to generate the isogenic control (*UAS-dicer2; elav-Gal4*). Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon test. The numerical data depicted in this figure can be found in S5 Data. OS, oxidative stress; RNAi, RNA interference; SE, standard error.
(EPS) Click here for additional data file.

S10 Fig Response of G9a mutants to other stressors. (A-B) Survival curves show reduced survival of G9a mutants during heat stress (37°C, *p* < 0.001, *n* = 55) (A) and cold shock recovery (−4°C, *p* < 0.001, *n* = 130) (B), compared to controls. (C) G9a mutants are less sensitive to starvation and survive longer than controls (*p* = 0.0023, *n* = 16). (D) Survival of G9a mutants on hydrogen peroxide is not significantly decreased compare to controls (*p* = 0.0621, *n* = 225). G9a mutants in (A): *G9a*^*DD2*^, all other panels: *G9a*^*DD1*^. Survival curves showing percent survival over time and SE were plotted using Graphpad, and *p*-values are obtained using the Gehan-Breslow-Wilcoxon test. The numerical data depicted in this figure can be found in S5 Data. SE, standard error.
(EPS) Click here for additional data file.

S1 Data Read count and alignment statistics for RNA sequencing. (XLSX) Click here for additional data file.

S2 Data Differential expression and clustering statistics for RNA-seq data in Fig 2 and S3 Fig. RNA-seq, RNA sequencing.
(XLSX) Click here for additional data file.

S3 Data Gene ontology enrichment statistics for the five principle groups in Fig 2 and S3 Fig. (XLSX) Click here for additional data file.

S4 Data Primer sequences of genes used for RT-qPCR. RT-qPCR, quantitative real-time PCR.
(XLSX) Click here for additional data file.

S5 Data Numerical values of underlying figures. (XLSX) Click here for additional data file.

## Abbreviations

Atf-3: activating transcription factor 3
AP-1: activator protein 1
*Cat*: *catalase*
ChIP-seq: chromatin immunoprecipitation sequencing
DE: differentially expressed
dilp: *Drosophila* insulin-like peptide
EHMT: euchromatin histone methyltransferase
FoxO: forkhead box O
GlyP: glycogen phosphorylase
GO: gene ontology
*GstE1*: *glutathione S-transferase E1*
H_2_O_2_: hydrogen peroxide
H3K9me2: histone H3 lysine 9 dimethylation
JNK: c-Jun N-terminal kinase
*Ldh*: *lactate dehydrogenase*
MDA: malondialdehyde
MSB: menadione sodium bisulfide
ngu: normalized glycogen units
ntu: normalized triglyceride units
OS: oxidative stress
PAM: partitioning around medoids
*Prx2450-1*: *peroxiredoxin 2540–1*
RNAi: RNA interference
RNA-seq: RNA sequencing
ROS: reactive oxygen species
RT-qPCR: quantitative real-time PCR
SOD: superoxide dismutase

How the deposited data were processed for this re-analysis (not part of the article)

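RNA from pools of 200 male heads was sequenced for G9a mutants and controls after 0, 6 and 12 h of exposure to 50 mM paraquat, with 2 libraries for each of the 6 combinations of genotype and time point. The authors aligned the single-end 30 bp reads with BWA to build BDGP 5, counted reads per gene with HTSeq and scaled each library with DESeq. The tables the authors deposited hold normalized counts (signal) for 15682 genes in each of the 12 libraries. The authors' 4 tables of DESeq comparisons between time points hold mean normalized counts, the ratio or fold change of the later time point over 0 h, its log2, a p-value and an adjusted p-value, and list only the genes that passed the authors' thresholds. Those tables were used for overlaps alone. Every value of the normalized counts is a whole multiple of the smallest value in its library, within a tolerance of 0.01 reads, so the reads per gene were recovered. They sum to 19275805 to 41393992 per library.

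Normalized counts were taken as log2 of the count plus 1. Genes with a mean of at least 10 normalized counts over the 12 libraries were kept, which left 10530. One model with a mean for each of the 6 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with 6 residual degrees of freedom and no block. The comparisons were 0 h against 6 h and 0 h against 12 h in each genotype, mutants against controls at each time point, and the difference between the genotypes in the response at 6 h and at 12 h. Genes were called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. With 2 libraries in a group, an exact permutation test for a single gene cannot give a p below 0.333, so none was used.

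Gene lists were tested with fry of limma, two-sided for direction, with Benjamini-Hochberg adjustment over the 25 lists of a comparison that had at least 2 tested genes. They are the 14 lists in the numerical data of Figs 3C–3E and 5B–5L, 6 families taken by symbol (*Hsp*, *Cyp*, *Ugt*, *Gst*, *Obp* and antimicrobial peptides) and 7 marker lists (core clock, antennal odorant and ionotropic receptors, motile cilia and chordotonal organ, testis, accessory gland, gut proteases and fat body). None of the 11 testis genes and 1 of the 19 gut protease genes passed the minimum count, so these 2 lists were not tested and their summed counts were used. DE genes were clustered on their 4 log2 fold changes with PAM (cluster 2.1.8.1, 12 clusters), and each cluster was placed in a group by its medoid. A medoid whose mean log2 fold change in controls was above 0 went to group 3 where the mutant mean was more than 1.5 times the control mean, to group 1 where it was 0.5 to 1.5 times, and to group 4 where it was less. A medoid whose control mean was 0 or below went to group 5 where the mutant mean was below 1.5 times the control mean, and to group 2 where it lay between 0.5 and 1.5 times. Fisher's exact test was used to count lists in groups. Distances, an average-linkage tree and principal components were computed on the same log2 values.

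The genes named are those the paper names for RNA-seq or RT-qPCR, the 3 largest positive and negative differences of the response at 12 h and of the genotypes at 0 h among genes past the thresholds whose libraries do not overlap, and the core clock genes. The values in the paper's tables had been seen when this rule was written. Symbols were paired with FlyBase IDs through a later annotation, and 26 of 29 names looked up had an ID. Heimdall, FASN1 and Medea did not. Gene lengths and the order of genes came from Ensembl release 115 on build BDGP 6.

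The alternatives were a pseudocount of 0.5 or 5, no minimum count or a mean of at least 50, TMM scaling, median centring, only the libraries of the comparison in the fit, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, reads thinned to the smallest library, each library left out in turn, 8 or 16 clusters, camera with an estimated correlation between genes, a Wilcoxon signed-rank test across genes, and distances on the 500 genes with the highest variance. Grouping each gene by its own values was added after the clusters had been seen. DESeq2 gives no fry test.

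The steps were tested on simulated data made from the recovered reads of 10490 genes, with 200 genes changed 2-fold to 3-fold. For 0 h against 12 h in mutants, limma recovered 189 of them with 6 false calls, edgeR 190 with 6 and DESeq2 189 with 7. For the difference of the responses, limma recovered 173 with 5 false calls, edgeR 173 with 6 and DESeq2 177 with 11. In the comparisons between groups in which nothing was changed, limma made 0 to 2 false calls. The PAM rule returned 194 of 195 genes with made patterns to their group, and 12 further genes were called and grouped by chance. Intervals on shares and ratios are 95% intervals and cover counting error only. The GO enrichment, the RT-qPCR, the survival data, the metabolite measurements and the ChIP-seq data the paper cites were not analysed here.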

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

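The test of unequal numbers of antennae was chosen only after the result was seen.

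The response to OS exposure differed between the genotypes for 862 genes at 6 h and 1663 genes at 12 h, by a test of the difference itself. More genes were DE in G9a mutants than in controls at 12 h, by a ratio of 2.26. With all libraries thinned to one depth the ratio was 2.32, and after median centring it was 2.38, so neither the deeper 0 h libraries nor the scaling accounts for the excess. A single control response of larger size in mutants is argued against by 1471 genes that depart at 12 h from the slope of 1.35 that relates mutant to control changes, 1090 of them among the 2424 genes DE in mutants. Among genes with a known exonic length, 1049 were lower in mutants than in controls at 12 h, and 999 were once a trend with length was removed, with 991 in both, so the lower counts in mutants are not a length bias alone. The loss of G9a, the state of the mutant flies at an hour of exposure that they survive less well, other differences between the strains, and the cells and tissues that the heads contained all stay open, as does the number of antennae for the antennal genes. That the mutation changes the response remains a hypothesis, found and tested on the same 12 libraries.

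Of the gene lists, DNA repair had a median log2 difference of the responses of 0.25 at 12 h (81 genes above and 21 below 0), *Hsp* of 2.21 (11 above and 5 below) and *Obp* of -1.44 (4 above and 26 below), all past the threshold by fry. The first and the third kept an adjusted p under 0.05 with each library left out. For *Hsp* it rose to as much as 0.111, and it was above 0.05 without control 0 h replicate 1 (2.21), control 0 h replicate 2 (2.13), control 12 h replicate 1 (2.40), control 12 h replicate 2 (1.98), mutant 0 h replicate 1 (2.19), mutant 0 h replicate 2 (2.20), either mutant 6 h library (2.21) or mutant 12 h replicate 2 (1.80). It was also above 0.05 with no minimum count (1.73), with the replicate number as a block (2.21) and under camera (2.21), over a range of 0.0238 to 0.550 for the alternatives. After median centring the 12 h median of DNA repair was 0.28, so the scaling does not produce its sign. No further test separates a change of these pathways from a change in which cells or tissues the heads contained.

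Genes of the circadian clock, which the paper does not discuss, changed in both genotypes. In controls at 12 h, *tim* rose by a log2 fold change of 4.11 and *Clk* fell by 3.36, against 3.42 and a fall of 3.74 in mutants. All 6 clock genes with a direction set in advance for a change in time of day moved in that direction and were called in both genotypes. This is consistent with the time of day changing between the samples, since none of the 12 libraries comes from flies without paraquat at the hours of the 6 and 12 h samples, and flies were reared on a cycle of 12 h of light. An effect of paraquat on the clock was not tested and cannot be excluded. A change with the hour that is shared by the genotypes drops out of the difference of the responses. At 6 h the core clock list had a median difference of 0.37 (fry adjusted p = 0.0079), with 1 gene called higher and 2 lower in mutants. *vri* rose by 1.91 in controls and 3.18 in mutants at that time. The clock genes thus did not all change by equal amounts in the genotypes at 6 h. At 12 h, *tim* (-0.69) and *cry* (-1.16) had a called difference, and *Clk* had one without mutant 12 h replicate 2 (-0.59). The difference for *vri* was 0.58 and was called under median centring (0.61), under DESeq2 (0.59) and without control 0 h replicate 1 (0.60), control 12 h replicate 2 (0.59), mutant 0 h replicate 2 (0.62) or mutant 12 h replicate 1 (0.62).

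*Obp83a*, an odorant-binding protein gene of the antenna, was higher in mutants than in controls at 0 h by a log2 fold change of 3.62. Its mean normalized count was 178 and 2111 in controls and mutants at 0 h, 1427 and 1746 at 6 h, and 225 and 120 at 12 h, where the spread follows neither genotype nor time. *Obp83a* was chosen after its values were seen, as one of 6 such genes (*a10*, *Obp83b*, *lush*, *Obp59a* and *Obp19a* are the others) with low counts in control 0 h, control 12 h and mutant 12 h libraries. Of the 1076 genes lower in mutants at 12 h, 82.9% were higher neither in controls at 6 h than at 0 h nor in mutants at 0 h. Among the 898 genes whose response at 12 h was lower in mutants this share was 63.4%, and 14.8% were higher in both. These shares cannot decide whether loss of antennae from the mutant heads during sieving lowered the counts in mutants as a whole. Only 8 of the 30 *Obp* genes and 6 of the 42 antennal receptors were themselves higher in both. Unequal numbers of antennae in the groups may account for part of the change in the antennal genes themselves. The antennal receptors had a median log2 difference of the responses of -0.35 at 12 h (fry adjusted p = 0.0046, and 7.3e-04 to 0.550 over the alternatives), with 10 of 42 called lower and 1 higher. This was smaller than that of *Obp83a*, but among receptors with a mean of at least 50 normalized counts it was 0.08, and *Orco* was low in control 0 h and mutant 12 h libraries and not in control 12 h libraries. The receptor list was taken by symbol alone, with no check that each gene is expressed in the antenna. It therefore cannot decide whether loss of antennae alone accounts for the change of the receptors. Of the 42 receptors, 28 lay below 0 and 14 above, and the lowest was at -3.59, against -4.60 for *Obp83a*. Loss of some antennae and a change of antennal genes with OS exposure cannot be told apart, as no count of antennae is among the sources used here.

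The count of *G9a* was higher in the libraries labelled mutant at 0 h, by a log2 fold change of 0.29, and 1084 genes differed between the genotypes at that time. The sources used here do not say which exons the excision removed, so the count neither checks nor contradicts the labels. Technical explanations for the differences at 0 h were tested. Body parts other than heads are argued against by the testis list, whose summed normalized counts were at most 28.1 in a 0 h library, in a control, and by gut proteases at 133 to 193. The accessory gland list summed to 111 and 153 in mutants and 74.6 and 98.6 in controls. The calls were not concentrated on the chromosome that carries *G9a*, where 5.42% of the tested genes were called against 11.4% elsewhere (Fisher's exact test, p = 2.5e-14). This share cannot decide on strain variants linked to the *G9a* locus, which may act on few neighbours or on genes of other chromosomes. Close neighbours of *G9a* are too few to tell, with 1 of 12 called within 10 places and 2 of 17 within 25. A larger fat body, which the paper reports from sections of mutant heads, stays open as well, since the fat body list had a median of -0.30 over 5 genes that ran from -4.61 to 0.57, with 1 of them called. By fry the list was lower in mutants (adjusted p = 0.047, and 0.0297 to 0.813 over the alternatives), which goes against a larger fat body, but it was above 0.05 without any one of the 0 h or control 12 h libraries (up to 0.229). Linked and unlinked differences between the strains, and an effect of G9a itself, stay open.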

How the results depend on the processing

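The main choices, the alternatives and the lists were set before the data were examined, apart from the grouping of each gene by its own values, which was chosen after the clusters had been seen.

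With every library kept, the counts of DE genes and of genes with a different response stayed within 1.5 times the reported count under each of 11 alternatives. The union of the time comparisons ranged from 2409 to 3210 genes and that of the genotype comparisons from 2179 to 3119, lowest with a mean of at least 50 normalized counts and highest with no minimum. With 1 library left out, where the lone library of its group is assumed to vary like the other groups, the unions ranged from 2696 to 2892 and from 2587 to 2722. Per comparison, the calls kept without the library that mattered most were 75.7% (control 0 h against 6 h, control 0 h replicate 2), 82.2% (control 0 h against 12 h, control 0 h replicate 2), 85.0% (mutant 0 h against 6 h, mutant 6 h replicate 1), 88.9% (mutant 0 h against 12 h, mutant 12 h replicate 2), 73.6% (genotypes at 0 h, mutant 0 h replicate 1), 81.2% (genotypes at 6 h, mutant 6 h replicate 2), 86.1% (genotypes at 12 h, mutant 12 h replicate 2), 78.9% (difference at 6 h, control 0 h replicate 2) and 85.9% (difference at 12 h, mutant 12 h replicate 2).

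The replicate numbers were not taken to pair the samples, because only 6 of the 15 pairs of groups had a correlation above 0.1 across genes between the duplicates' differences. The correlations ran from -0.57 to 0.45 with a median of 0.0529, and those of control 6 h with the other groups were all negative, from -0.57 to -0.12. A batch that follows the numbers in another order was not tested and stays open. With the replicate number as a block, the replicate block gave 2848 and 2680 genes in the unions and 853 and 1657 genes with a different response at 6 and 12 h.

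The share of control DE genes that changed more in mutants was 61.1% with a mean of at least 50, and ran from 54.4% (without control 12 h replicate 1) to 60.1% (without control 0 h replicate 2) with 1 library left out.

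The sizes of the PAM groups changed most. Group 1 held 0 genes with no minimum count, with thinned reads and with 8 clusters, 17 with a pseudocount of 5 and with a mean of at least 50, 41 under DESeq2, 46 under edgeR, 80 with only the libraries of the comparison, 150 with 16 clusters and 316 when each gene was grouped by its own values. Group 2 held 207 genes by that last rule, 239 with 16 clusters, 247 with no minimum, 267 with thinned reads and 390 with median centring. Group 4 held 377 genes with 8 clusters, and group 5 held 538 by each gene's own values. With 1 library left out, group 1 held 0 to 336 genes, group 2 held 0 to 455, group 4 held 488 to 676 and group 5 held 265 to 907. Group 1 was at 0 without control 0 h replicate 1, control 0 h replicate 2 or control 12 h replicate 1, at 279 without control 6 h replicate 1, at 47 without control 6 h replicate 2, at 336 without mutant 0 h replicate 1, at 44 without mutant 6 h replicate 1 and at 272 without mutant 12 h replicate 2. Group 2 was at 401 without control 0 h replicate 1, 293 without control 0 h replicate 2, 444 without control 6 h replicate 1, 455 without control 12 h replicate 1 and 333 without mutant 12 h replicate 2. Group 5 was at 464 without control 0 h replicate 1, 265 without control 6 h replicate 1, 426 without control 12 h replicate 1 and 435 without mutant 12 h replicate 2. Group 3 stayed the largest group in all of these settings. The cause was not tested beyond the change in the number of clusters and in the grouped unit.

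Median centring shifts the median log2 change of all genes by -0.10 in controls at 6 h and at 12 h. The share of control calls that were higher than at 0 h fell by 12.9 points at 6 h and by 13.0 points at 12 h, from 78.1% and 71.9% to 65.2% and 58.9%. In mutants at 12 h it went from 55.2% to 49.0%, so that lower calls outnumbered higher ones there. At 12 h it reversed the medians of DNA repair (-0.051) and ketolysis (-0.081) in controls and of ketogenesis (-0.023) and *Cyp* (-0.027) in mutants, changes of the size of the shift.

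Of the list tests on the paper's lists, 83 passed by fry, 65 to 80 with 1 library left out and 4 under camera. Of the marker lists, 18 in place of 33 passed with only the libraries of the comparison. Under camera the medians of the lists are unchanged by construction, and the adjusted p was 0.0589 for DNA repair at 6 h (0.10), 0.467 and 0.550 for the proteasome at 6 h (0.39) and 12 h (0.44), and 0.467 and 0.550 for triglyceride synthesis at 6 h (-0.36) and 12 h (-0.68), in each case for the difference of the responses. Over all alternatives these adjusted p ranged from 1.0e-05 to 0.0589, 5.8e-08 to 0.467, 1.1e-06 to 0.550, 0.00534 to 0.467 and 0.0185 to 0.550. Triglyceride synthesis at 12 h was also above 0.05 with only the libraries of the comparison (0.0680, -0.68) and by the Wilcoxon test (0.100, -0.68). The cause was not tested.

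With 1 library left out, the difference of the responses of the proteasome ran from 0.37 to 0.43 at 6 h and from 0.33 to 0.57 at 12 h, and that of triglyceride synthesis from -0.72 to -0.56 at 12 h. The proteasome was above 0.05 at 6 h without control 0 h replicate 1 (0.38), control 0 h replicate 2 (0.40), control 6 h replicate 1 (0.38), control 6 h replicate 2 (0.41), mutant 0 h replicate 1 (0.38), mutant 0 h replicate 2 (0.41), mutant 6 h replicate 1 (0.37) or mutant 6 h replicate 2 (0.43). At 12 h it was above 0.05 without control 0 h replicate 2 (0.45), control 12 h replicate 1 (0.48) or control 12 h replicate 2 (0.45), and triglyceride synthesis was without control 0 h replicate 2 (-0.56), control 12 h replicate 1 (-0.66), control 12 h replicate 2 (-0.67) or mutant 12 h replicate 1 (-0.68). DNA repair at 0 h ran from -0.037 to 0.014 and changed sign without control 0 h replicate 2 (0.0028) or mutant 0 h replicate 2 (0.014). Ketogenesis had a difference at 12 h from -0.14 to 0.019, above 0 without control 0 h replicate 2. *Cyp* in mutants at 12 h ran from -0.0080 to 0.077 and changed sign without mutant 12 h replicate 1 (-0.0080). The antimicrobial peptides had a difference at 12 h from -2.17 to 0.18, above 0 without mutant 12 h replicate 1, and a change in mutants at 12 h from -1.40, without mutant 12 h replicate 2, to 1.72. The cause was not tested.

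Filters reversed 2 marker lists. With a mean of at least 50, the antennal receptors had medians of -0.055 between the genotypes at 0 h, 0.0081 in mutants at 12 h, and 0.13 and 0.076 for the difference at 6 and 12 h. With no minimum, the accessory gland list, of which 2 of 23 genes are tested otherwise, had medians of -0.20 between the genotypes at 0 h, 0 in controls and in mutants at 12 h, and 0.30 and 0.35 for the difference at 6 and 12 h. Both filters change which genes of the list are counted.

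Over all lists and alternatives that keep every library, with those named above included, 1245 list results were on the same side of their threshold, 140 lost it, 22 gained it and 13 reversed. The Wilcoxon test cannot pass for lists of up to 5 genes, so its losses there were fixed by the size of the list. With 1 library left out the numbers were 1301, 174, 19 and 6. For the named genes, 1595 results were the same, 12 lost the call and 9 gained it, and with 1 library left out 1720 were the same, 37 lost and 19 gained it. No named gene changed direction past its threshold.

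Depth limits the genes with few reads. *CG8851*, *CG3213*, *Sr-CIV* and *CG13215* had 0 to 3 reads in the 2 mutant libraries of 0 h together, so their folds rest on the floor or on wide counting intervals. *Sr-CIV* lost its call for the difference at 12 h with no minimum count (3.61). With 1 library left out it ran from 3.40 to 3.82 and kept the call only without mutant 6 h replicate 1 or 2 (3.61).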

Differences from the paper's values

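The grouping of each gene by its own values was chosen only after the clusters and the paper's values had been seen.

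The paper places 271 genes in group 1, its cluster 1, and 27 were found here. These are not like sets. The medoid of the 27 genes has log2 fold changes of 3.45 and 3.89 in controls and 4.77 and 5.24 in mutants, while that of the paper's cluster 1 has 0.51 to 0.82. The paper's cluster 7 (25 genes, 3.36 to 5.48) would fall in group 1 by the rule used here, and the paper's text assigns it to group 3. With 1 library left out, the number comes within 1.5 times the paper's without control 6 h replicate 1 (279), mutant 0 h replicate 1 (336) or mutant 12 h replicate 2 (272). No setting with all libraries that was chosen in advance does so. Grouping each gene by its own values gives 316. The paper places 384 genes in group 2, where 0 were found here. Median centring (390) and thinned reads (267) close the gap, as does leaving out control 0 h replicate 1 (401), control 0 h replicate 2 (293), control 6 h replicate 1 (444), control 12 h replicate 1 (455) or mutant 12 h replicate 2 (333). No minimum count (247), 16 clusters (239), grouping by each gene's own values (207) and the remaining settings do not. The paper prints 285 genes for group 4, against 580 here. Only 8 clusters (377) closes the gap, and the other settings give 471 to 692. By the cluster sizes in the paper's figure data, 285 is the sum of clusters 8 and 9, while clusters 8 to 10, which the paper's text assigns to group 4, hold 551, and from that sum 580 does not differ by this measure.

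For the proteasome list in mutants against controls, the paper gives p = 0.0012 at 6 h and p = 0.0011 at 12 h. These come from a Wilcoxon signed-rank test, and the same kind of test across genes on the difference of the responses gives 4.6e-09 and 1.3e-07 here. The main test here, set in advance, was of another kind. The rotation test fry of limma, which is not a permutation test, gives unadjusted p-values of 0.00927 at 6 h (limma adjusted p = 0.026) and 0.00496 at 12 h (limma adjusted p = 0.018). At 6 h no setting closes the gap, and the nearest with all libraries are only the libraries of the comparison (unadjusted 7.6e-04) and median centring (unadjusted 0.00222). At 12 h median centring does (unadjusted 0.00154) and the others do not. Camera gives 0.131 and 0.193, and DESeq2 has no such test.

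Values of the paper that did not differ by this measure are 70 medians of lists, 12 read counts, 6 fold changes, 2 unions of DE genes, 2 percentages and the sizes of 2 groups. For the lists of Fig 3, the columns headed log2, in which 0 of 930 values are below 0, were treated as linear ratios, and the match of their medians rests on that.

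In the authors' deposited tables of the time comparisons, 2761 genes appear at least once, where the text gives 2731. For group 5 the paper prints 652, which is the sum of clusters 10 to 12 in its figure data, and 869 were found here. Clusters 11 and 12, which the paper's text assigns to group 5, hold 386, and from that sum 869 does differ by this measure.

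Some directions differ from the paper's description. The paper describes duplicates as clustering together. For 10 of the 12 libraries the nearest library was the duplicate, and it was not for the control 12 h libraries. The paper describes DNA repair genes as not induced in either genotype apart from single genes. At 12 h, 66 of the 102 genes were above 0 and 36 below in controls, with a median of 0.05 (fry adjusted p = 6.8e-04). That median was -0.051 with median centring, and over the alternatives its adjusted p ranged from 4.5e-04 to 0.490. In mutants, 78 were above 0 and 24 below, with a median of 0.28 (fry adjusted p = 2.3e-07). Single genes called higher numbered 4 in controls and 28 in mutants. The paper describes the ROS-eliminating enzymes as rising with OS exposure, and more so in mutants. Of the 6 genes here, 5 had a difference of the responses above 0 at 12 h, while *Sod1* had one of -0.57 and was lower in mutants at 12 h than at 0 h. For several metabolic lists the paper reports no overall change or difference, and fry found differences of the responses at 12 h for 8 of them. The direction of fry was downwards for oxidative phosphorylation, the citric acid cycle, the pyruvate dehydrogenases, glycogen synthesis, glycogen breakdown and ketolysis, and upwards for glycolysis (median 0.12) and for ketogenesis (median -0.12, with 1 gene above 0 and 3 below). Under camera none of the 8 passed.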

Other observations

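The test of reads from the other genotype was chosen only after the result was seen.

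Genes that were near absent in one genotype at 0 h were found in it at 6 and 12 h. Of the 9 genes with a mean of at least 100 normalized counts in one genotype at 0 h and at most 1% of that in the other, all 9 had a higher share at both later time points, a rise that selecting on low values at 0 h favours. *Cpr56F* went from 0.374% to 4.70% and 3.82%, *CG3213* from 0.335% to 1.82% and 3.79%, and *CG8851* from 0 to 0.675% and 2.04%. *whe* and *CG16826* rose above their level in the other genotype. Reads or flies of the other genotype in the libraries of exposed flies may account for part of this. The gene with the lowest level allows at most 1.23% of mutant reads in control 12 h replicate 2 and 1.52% in replicate 1. In mutant 6 h replicate 2 the lowest level was 0.0829%, for *CG8851*, so that library allows little mixing. In mutant 6 h replicate 1 *CG8851* was at 1.27%, so its mean of 0.675% at 6 h rests on that library. In mutant 12 h replicate 1 the lowest level was 0.261%, for *CG16826*, which was found in only 1 of the control 12 h libraries. *TotC* had 30.3 normalized counts in that mutant library against 5738 and 3899 in the control 12 h libraries. That share was lower than that of *CG8851* (21.6 against 1376 and 1277). Mixing with control flies of 12 h is thus argued against as the whole source of *CG8851* there. Only libraries of the same hour were compared, so reads of control flies of other hours stay open. Apart from mutant 6 h replicate 2 and, for flies of the same hour, mutant 12 h replicate 1, mixing and a change with OS exposure cannot be told apart in libraries of exposed flies. No variant or marker was read that identifies the genotype. With the largest shares taken off, the rise of *Gadd45* in controls at 12 h would be 2.95-fold in place of 3.23-fold.

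Genes that the paper measured by RT-qPCR changed as follows in the sequencing data at 12 h. *Lip4* rose 14.2-fold in mutants, with a log2 difference of the responses of 2.77. *bmm* rose 2.15-fold in controls and 6.03-fold in mutants, with a difference of 1.48. *Gadd45* rose 13.7-fold in mutants, with a difference of 2.09. *mdy* fell in mutants by a log2 fold change of 2.67, with a difference of -1.66, and was called at 0 h only without mutant 0 h replicate 1 (0.68). *ACC* had a difference of -0.67, lost without control 0 h replicate 2 (-0.56). Of the transcription factors that the paper names for *bgm* and heimdall, *dl* had a log2 difference of the responses of 0.73 at 12 h, called in all settings, and rose in mutants by 0.59, a call lost with TMM scaling (0.58), median centring (0.51) and edgeR (0.58) and without mutant 0 h replicate 1 (0.57) or mutant 12 h replicate 1 (0.57). *Kr* fell in controls by 0.68, a call lost without control 0 h replicate 2 (-0.51) or control 12 h replicate 2 (-0.50). In mutants *Kr* was called with median centring (-0.62) and without mutant 12 h replicate 1 (-0.72).

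The motile cilia and chordotonal organ list, which the paper does not discuss, was higher in mutants at 0 h by a median of 0.55 (fry adjusted p = 0.019) and had a difference of the responses of -0.84 at 12 h (fry adjusted p = 0.0096). The chordotonal organ of the antenna holds such cells, so unequal numbers of antennae are a candidate explanation here as well, and the antennal receptors, with a median of -0.35, leave it open. The accessory gland list had a difference of -0.53 at 12 h (fry adjusted p = 0.045), over the 2 of its 23 genes that were tested.

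The direction of fry differs from the sign of the median for the antimicrobial peptides at 0 h, with a median of 1.11 and a direction downwards. The list did not pass its threshold there, and the cause was not tested.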
